# Concentration-response gene expression analysis in zebrafish reveals phenotypically-anchored transcriptional responses to retene

**DOI:** 10.3389/ftox.2022.950503

**Published:** 2022-08-25

**Authors:** Lindsay B. Wilson, Ryan S. McClure, Katrina M. Waters, Michael T. Simonich, Robyn L. Tanguay

**Keywords:** zebrafish, benchmark concentration, phenotypic anchoring, retene, toxicogenomics, polycyclic aromatic hydrocarbon (PAH), aryl hydrocarbon receptor

## Abstract

Polycyclic aromatic hydrocarbons (PAHs) are ubiquitous environmental contaminants and are associated with human disease. Canonically, many PAHs induce toxicity via activation of the aryl hydrocarbon receptor (AHR) pathway. While the interaction between PAHs and the AHR is well-established, understanding which AHR-regulated transcriptional effects directly result in observable phenotypes and which are adaptive or benign is important to better understand PAH toxicity. Retene is a frequently detected PAH in environmental sampling and has been associated with AHR2-dependent developmental toxicity in zebrafish, though its mechanism of toxicity has not been fully elucidated. To interrogate transcriptional changes causally associated with retene toxicity, we conducted whole-animal RNA sequencing at 48 h post-fertilization after exposure to eight retene concentrations. We aimed to identify the most sensitive transcriptomic responses and to determine whether this approach could uncover gene sets uniquely differentially expressed at concentrations which induce a phenotype. We identified a concentration-response relationship for differential gene expression in both number of differentially expressed genes (DEGs) and magnitude of expression change. Elevated expression of *cyp1a* at retene concentrations below the threshold for teratogenicity suggested that while *cyp1a* expression is a sensitive biomarker of AHR activation, it may be too sensitive to serve as a biomarker of teratogenicity. Genes differentially expressed at only non-teratogenic concentrations were enriched for transforming growth factor-β (TGF-β) signaling pathway disruption while DEGs identified at only teratogenic concentrations were significantly enriched for response to xenobiotic stimulus and reduction-oxidation reaction activity. DEGs which spanned both non-teratogenic and teratogenic concentrations showed similar disrupted biological processes to those unique to teratogenic concentrations, indicating these processes were disrupted at low exposure concentrations. Gene co-expression network analysis identified several gene modules, including those associated with PAHs and AHR2 activation. One, Module 7, was strongly enriched for AHR2-associated genes and contained the strongest responses to retene. Benchmark concentration (BMC) of Module seven genes identified a median BMC of 7.5 µM, nearly the highest retene concentration with no associated teratogenicity, supporting the hypothesis that Module seven genes are largely responsible for retene toxicity.

## 1 Introduction

High-throughput screening (HTS) of chemicals and elucidation of molecular mechanisms of toxicity often rely on *in vitro* methods (Tice et al., 2013). *In vitro* models, while efficient and useful for tissue-specific effects, cannot holistically assess chemical interactions to the degree *in vivo* models can, with complex metabolism and fully integrated tissues. The early life-stage zebrafish (*Danio rerio*) is a popular model for HTS of chemicals to detect those which have biological impacts. Zebrafish develop externally and rapidly with transparent tissues, allowing for visual observation of teratogenic effects by 5 days post-fertilization (Kimmel et al., 1995). Additionally, zebrafish share high genetic homology with mammals and possess many of the same organ systems, making it an excellent model for transcriptomic assessment of chemical effects translatable to human health (Howe et al., 2013).

Zebrafish have been utilized to identify complex chemical-transcriptome interactions and identify differentially expressed genes (DEGs) important to overall toxicity response (Huang et al., 2014; Huang et al., 2015; Souza et al., 2015; Shankar et al., 2019). One major approach is through RNA sequencing, which provides an unbiased snapshot of all gene expression changes at a given timepoint during development in response to chemical insult (Heijne et al., 2005). Many transcriptomic studies have revealed important gene expression changes in response to polycyclic aromatic hydrocarbons (PAHs) across model systems (Song et al., 2012; Jayasundara et al., 2015; Brinkmann et al., 2016; Shankar et al., 2019). PAHs are ubiquitous environmental contaminants produced both naturally and anthropogenically through sources like wildfires, crude oil, and cigarette smoke. PAHs have been associated with neurobehavioral and teratogenic effects in laboratory studies and increased risk of cancers in humans (Boffetta et al., 1997; Billiard et al., 1999; Bostrom et al., 2002; Armstrong et al., 2004; Knecht et al., 2013; Knecht et al., 2017; Geier et al., 2018a; Geier et al., 2018b). Mechanistically, many PAHs initiate toxic responses through activation of the aryl hydrocarbon receptor (AHR) pathway. The expression of one of the genes in its regulon, *cyp1a,* is the primary biomarker of AHR activation and exposure to PAHs. However, while elevated *cyp1a* often indicates AHR activation, it does not automatically mean a chemically-induced phenotype will develop *in vivo* (Hu et al., 2007).

Teratogenic phenotypes resulting from PAH exposure are fundamentally based on changes in gene expression patterns. RNA sequencing is an efficient method with which to uncover those pattern changes and begin to identify the mechanisms of toxicity. With a sufficient amount of data, a gene expression network can be inferred to reveal dysregulated pathways related to individual chemicals or chemical classes, can highlight which processes may be linked within a biological system, can identify genes that may respond in a more subtle manner and can incorporate centrality measures to identify which genes might be central to a system based on co-expression values with other genes (Mcdermott et al., 2009; Pohl et al., 2021; Shankar et al., 2021). A 2021 study from our research group compiled phenotypically-anchored RNA sequencing data from 48 h post-fertilization (hpf) zebrafish developmentally exposed to 10 flame retardant chemicals, 22 PAHs, and 2,3,7,8-Tetrachlorodibenzodioxin (TCDD), a strong AHR agonist commonly used to investigate AHR-regulated effects (Shankar et al., 2021). We inferred a gene co-expression network and identified chemical-specific gene modules, including one, Module 13, which contained highly-connected genes definitively belonging to the AHR2 signaling pathway. AHR2 is the zebrafish ortholog most functionally similar to the human AHR.

In zebrafish, gene expression changes at 48 hpf have been linked to observed toxicity at 5 days post-fertilization with chemical exposure at non-teratogenic concentrations producing few dysregulated genes (Rericha et al., 2022). Whether toxic concentrations of AHR activators produce different DEGs compared to non-toxic concentrations or similar DEGs but to a different degree is not well understood. While we have a good understanding of what gene expression changes are induced by AHR activation, which of these transcriptional changes are directly associated with toxicity and which are adaptive or benign is not possible to deduce from assessment using one exposure concentration. Retene, a frequently detected PAH in environmental sampling, induces elevated *cyp1a* expression in developing zebrafish in an AHR2-dependent manner and produces malformations similar to those induced by TCDD (Geier et al., 2018b; Shankar et al., 2019). In this study, we leveraged an established developmental zebrafish screening assay and whole-animal transcriptomic analysis to identify concentration-dependent gene expression changes associated with retene teratogenicity. We aimed to identify the most sensitive transcriptomic responses and to determine whether this approach could uncover gene sets uniquely differentially expressed at concentrations which induce a phenotype.

## 2 Materials and methods

### 2.1 Zebrafish methods

#### 2.1.1 Husbandry and exposures

Specific pathogen-free wild type 5D zebrafish (*Danio rerio*) and an AHR2 mutant fish line (ahr2hu3335) (Goodale et al., 2012) were reared at the Sinnhuber Aquatic Research Laboratory (SARL) in accordance with Institutional Animal Care and Use Committee protocols at Oregon State University (IACUC-2021-0166 and 2021-0227) (Kent et al., 2011). Fish were housed on a recirculating water system kept at 28° ± 1 C under a 14 h light: 10 h dark cycle in 50- or 100-gallon brood stock tanks. Water was supplemented with Instant Ocean salts (Spectrum Brands, Blacksburg, VA, United States ) and sodium bicarbonate to maintain pH 7.4. Fish were fed with Gemma Micro twice daily (Skretting, Inc., Fontaine Les Vervins, France) (Barton et al., 2016).

Embryos were collected from adult fish using an internal embryo collection apparatus on the day of exposure, sorted by developmental stage, and kept in E2 embryo medium (EM) consisting of 15 mM NaCl, 0.5 mM KCl, 1 mM CaCl2, 1 mM MgSO4, 0.15 mM KH2PO4, 0.05 mM Na2HPO4, and 0.7 mM NaHCO3 buffered with 1 M NaOH to pH 7.2 in a temperature-controlled incubator at 28 ± 1°C until dechorionation (Westerfield, 2000). At 4 h post-fertilization (hpf), embryos were enzymatically dechorionated using a custom-made apparatus previously described (Mandrell et al., 2012). Following dechorionation, embryos were screened for enzymatic or mechanical damage under a dissecting microscope and robotically loaded into 96-well plates prefilled with 100 μL EM.

Retene (CAS 483-65-8, Santa Cruz Biotechnology, 97% purity) and 100% dry dimethyl sulfoxide (DMSO) were dispensed into 96-well plates pre-loaded with six hpf embryos and 100 μL EM using an HP D300 or D300e Digital Dispenser then immediately sealed using an Eppendorf 5390 heat sealer with pressure-sensitive silicone adhesive backed polyolefin plastic PCR film (Thermaseal RTS). Plates were incubated overnight at 28° ± 1°C on an orbital shaker at 235 RPM under dark conditions. Embryos were exposed to initial range-finding nominal water concentrations of 0, 1, 2.54, 6.45, 16.4, 35, 74.8, and 100 µM retene (1% DMSO by volume) beginning at six hpf (1 test plate, n = 12 for each concentration). Definitive testing concentrations were then selected to capture 0%–100% teratogenicity and to assess AHR2-dependence: 0, 1, 5, 20, 35, 50, 65, and 100 µM. For definitive testing, n = 36 fish per concentration across three replicate plates for wild type fish and n = 24 fish per concentration across two replicate plates for ahr2hu3335 fish due to fecundity limitations. All retene exposures were administered exactly as above.

#### 2.1.2 Toxicity screening

To assess developmental toxicity, zebrafish were visually screened for a total of 13 morphological endpoints at 24 and 120 hpf. Table 1 lists morphological endpoints assessed at each timepoint. The percent incidence of abnormalities for each endpoint was calculated across replicate plates. The percent incidence of any observed morphological effect including mortality was calculated and reported here as “any effect”. Images of all measured endpoints can be found at https://github.com/Tanguay-Lab/Bioinformatic_and_Toxicological_Resources/tree/main/Files/Zebrafish_Phenotype_Atlas (accessed 21 March 2022). See Supplementary Table S1 for supporting information regarding binning of morphological endpoints. Figures were generated using R and GraphPad Prism.

**TABLE 1:** All zebrafish morphological endpoints, including mortality, measured at 24 and 120 h post-fertilization (hpf).

Zebrafish Morphological Endpoints	
24 hpf	mortality, delayed progression, spontaneous movement
120 hpf	mortality, edemas, bent axis, touch response, and craniofacial, muscular/cardiovascular, lower trunk, brain, skin, notochord malformations

### 2.2 Transcriptomics

#### 2.2.1 Concentration selection

Following initial developmental toxicity screening, concentrations for RNA-sequencing were selected to cover the range of observed effects with a top concentration of 50 μM at which 100% of animals exhibited malformations or mortality at 120 hpf. Concentrations were then scaled down by a factor of 0.4 for a concentration list of: 0, 0.205, 0.512, 1.28, 3.2, 8, 20, and 50 μM, with a skew toward low concentrations which do not induce teratogenicity.

#### 2.2.2 RNA-seq

At 48 hpf, fish were briefly screened for malformations to ensure only morphologically normal fish were used for transcriptomics. No significant teratogenicity was observed across concentrations. Fish were collected in four pools of nine fish each for RNA sequencing. Pooled fish were briefly anesthetized on ice and excess water was removed. Tissue was immediately homogenized in 1.5 ml Safe-Lock microcentrifuge tubes (Eppendorf, CT, United States ) with 200 µL RNAzol RT (Molecular Research Center) and 0.5 mm zirconium oxide beads in a Bullet Blender tissue homogenizer (Next Advance, NY, United States ) for 3 min, speed 8. An additional 300 µL RNAzol RT was added to each tube and the homogenate was vortexed and kept at -80°C until RNA isolation. Total RNA was isolated using a Direct-zol RNA MiniPrep Kit (Zymo Research, CA, United States ). RNA samples were sent to the Beijing Genomics Institute (BGI) for library preparation and sequencing. RNA integrity was assessed (RIN score > 8.5) using an Agilent Technologies 2100 Bioanalyzer. Briefly, mRNA was purified using oligo (dT)-attached magnetic beads and fragmented. cDNA was synthesized using random hexamer-primed reverse transcription, end-repaired and 3′ adenylated. Adapters were ligated to 3′ adenylated ends and cDNA was PCR amplified and purified. The resulting library was validated using an Agilent Technologies 2100 Bioanalyzer. 100 bp paired-end mRNA sequencing was conducted using BGI’s DNBseq™ platform (DNBSEQ-G400).

#### 2.2.3 Differential gene expression analysis

All fastq files were aligned to the Z11 zebrafish genome (GCF_000002035.6_GRCz11_genomic.fna) using the Star Aligner (Dobin et al., 2013). Resulting SAM files were then used to count reads aligning to genes using HTSeq (Anders et al., 2015) along with the gff file for the Z11 reference genome (GCF_000002035.6_GRCz11_genomic.gff) with default settings and an alignment value cutoff of a10. This led to a file of 39701 genes with raw counts assigned to them. From this file any gene that had a count of ‘0’ in at least 8/32 (25%) conditions was removed from further analysis. This was done so that resulting networks would be of smaller size and easier to work with and because such genes were of very low abundance. This led to a dataset of 22,686 genes across 32 conditions. Raw counts were normalized with DESeq2 for downstream analyses (Love et al., 2014). DESeq2 was also used to identify differentially expressed genes (DEGs) defined as genes with an adjusted *p*-value less than 0.05. ZFIN ids in the gff file were then replaced with gene names using g:Profiler (Raudvere et al., 2019). If the gene had no gene name then the GeneID was retained as a unique identifier. In a few cases (94/22,686 genes), the gene names were identical except for capitalization. These gene were aggregated and the expression values were averaged.

#### 2.2.4 Benchmark concentration modeling

Concentration-response modeling of genes and gene sets was performed and visualized using BMDExpress2 (Yang et al., 2007). Briefly, a two-sided Williams Trend test was performed for each gene across concentrations to identify genes with significant (*p* < 0.05) monotonic response in expression, regardless of directionality. Individual genes which met this criterion were fit to 10 continuous parametric models and the model with the lowest Akaike information criterion (AIC) was selected for benchmark concentration modeling. Benchmark concentrations for gene and gene set-level responses were calculated based on EPA guidance for continuous data with a benchmark response (BMR) factor of 1.349, equivalent to a 10% change from control. Additional parameters included assumed constant variance, 250 maximum iterations and confidence level 0.95. The Hill model was flagged if the model k parameter was below one-third the lowest positive dose. In cases where the Hill model was the best fit, but was flagged for this reason, the next best model with a goodness of fit *p* > 0.05 was selected. Genes with a BMC greater than the highest concentration tested were removed from the analysis. For gene set analysis, the median BMC was used.

#### 2.2.5 Gene co-expression analysis

Gene co-expression networks were inferred using fold change values for genes. Fold change values were calculated for each replicate individually including replicates of the control conditions by calculating an average for each set of control replicates and using that as a basis for determining fold changes. In addition, to reduce overall sizes of the network for ease of analysis, the top 8,000 genes were used based on coefficient of variation (CV). Selecting genes for network inference with a high CV value ensured that genes that had strong changes in expression across samples, those that could be linked to other genes based on expression similarity, would be included in the network inference. To infer networks the random forest algorithm GENIE3 was used (Huynh-Thu et al., 2010). Any co-expression value between gene pairs with an edge weight above 0.0086 was included as an edge in the network. This cutoff led to a network of 4,678 edges (top 0.007% of possible edges) so only the most strongly connected genes were included in the analyzed network. Networks were viewed and modified with colors/node sizes, etc. in Cytoscape (Shannon et al., 2003). The network analyzer app in Cytoscape was also used to identify centrality values of degree and betweenness. To identify modules the fastgreedy algorithm in the R package igraph was used (Csardi and Nepusz, 2006).

An analysis of how edge weights shifted as a function of loss of data specific to each concentration was performed for one module, Module 7. All possible edge weights (those above and below our 0.0086 cutoff for the full network) between two Module seven genes were assessed for a total of 31,506 edges. For each edge, the ratio of the edge weight in the network inferred from the complete dataset was compared to a network inferred after removing data from a single concentration of retene. This process was iteratively performed, removing one concentration from the network at a time and calculating all edge weight ratios compared to the full data network. A ratio of greater than one indicates the edge weight was higher in the control network than a network with the specific concentration dataset removed (i.e. that the co-expression between these two genes was negatively affected by loss of data representing that retene concentration).

## 3 Results

### 3.1 Retene bioactivity screening

Wild type and AHR2 mutant (*ahr2*hu3335) fish were exposed to a range of retene concentrations from 0 to 100 µM for initial bioactivity screening and to assess phenotype dependency on AHR2. Initial exposure to retene induced significant craniofacial defects, edemas, bent body axis, and mortality in wild type fish (Figure 1A). Based on the incidence of ‘any effect’ (incidence at any teratogenic endpoint), the concentration resulting in malformations in 50% of wild type animals (EC_50_) was 16.5 µM with 100% of animals exhibiting mortality or teratogenicity at 50 µM (Figure 1B). AHR2 mutant fish showed significantly reduced retene teratogenicity, indicating that the retene toxicity mechanism is AHR2-dependent (Figure 1A–C).

**FIGURE 1:**
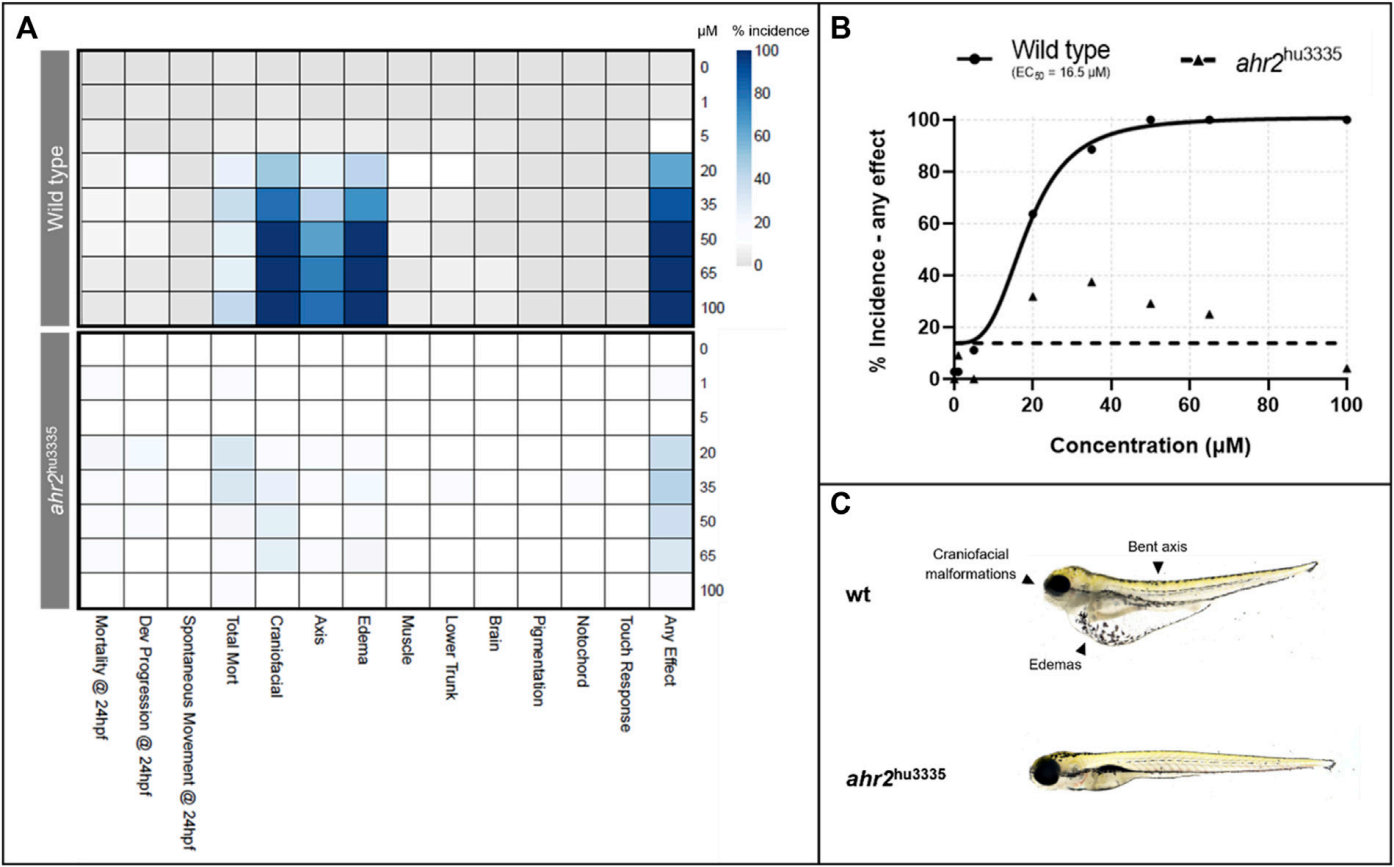
Effects of retene exposure on zebrafish development at 24 and 120 hpf in wild type and AHR2 mutant fish. **(A)** heatmap of endpoint incidence. Depth of color indicates percent incidence (*x*-axis) at given concentration (*y*-axis); **(B)** concentration-response curves for percent incidence of teratogenicity at 24 or 120 hpf; **(C)** 120 hpf larvae resulting from exposure to 50 µM retene beginning at six hpf, with and without functional AHR2.

From the initial screening, concentrations were identified which induced 0–100% teratogenicity. Eight concentrations, with a skew toward non-teratogenicity-inducing concentrations, were selected for mRNA sequencing. These concentrations recapitulated the lack of teratogenicity below 20 µM (Figure 2). Percent incidence of developmental toxicity endpoints are found in Supplementary Table S2.

**FIGURE 2:**
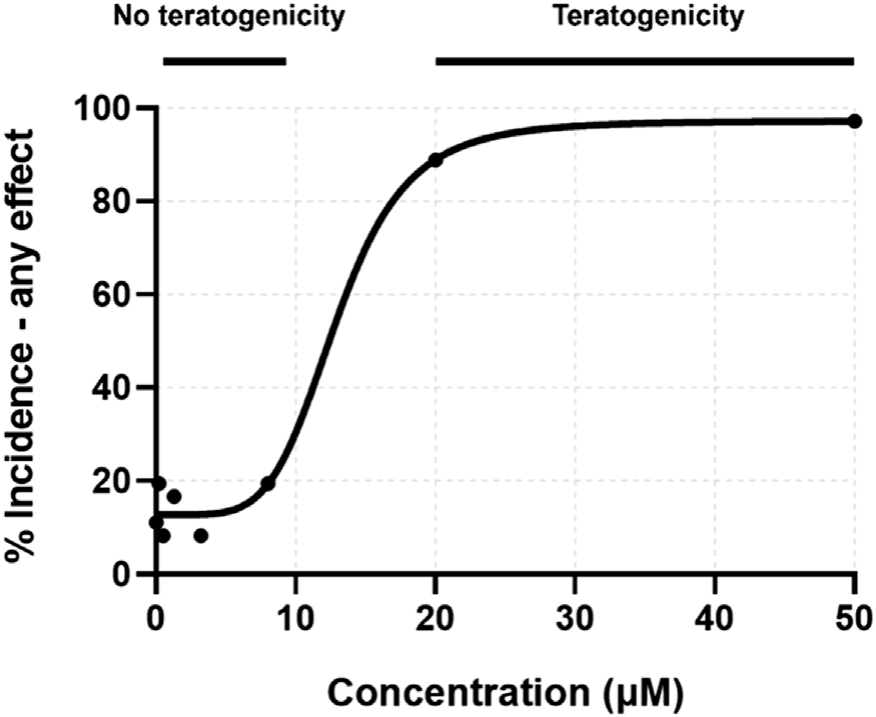
Concentration-response curve for percent incidence of any teratogenic effect observed at 24 or 120 hpf. Exposure concentrations for toxicity screening were matched to those for transcriptomic assessment.

### 3.2 Retene-induced transcriptomic changes

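Pools of 9 whole zebrafish larvae, exposed to retene dissolved in DMSO or to DMSO alone (the control) and collected at 48 hpf, were sequenced as mRNA. There were 8 groups, the control and 7 concentrations of retene from 0.205 to 50 µM, with 4 pools in each. The authors aligned the reads to the zebrafish genome with STAR, counted them on genes with HTSeq, removed genes with a count of 0 in many pools and normalized the counts with DESeq2. The deposited table holds 22686 genes in 32 pools on the log2-like scale of DESeq2's variance-stabilizing transformation, with a highest value of 17.91. On this scale, differences between groups are close to log2 ratios for genes with many reads and smaller for genes with few. Reversing the transformation gave whole read counts for 100.0% of the values, with between 7720701 and 8656870 reads on genes per pool and size factors from 0.941 to 1.08. The median number of reads per pool was 8155664 in the control and 8165198, 8214527, 7810961, 7933721, 8355145, 8109183 and 8211019 at the 7 retene concentrations in increasing order. Differential expression was tested on the deposited values with limma, all 32 pools in 1 model with each concentration compared with the control, and p-values were adjusted by the Benjamini-Hochberg method within each concentration. Log2FC denotes the difference between group means on the deposited scale unless another scale is named. Principal component analysis of the deposited values gave components with 19.0%, 15.0%, 9.17% and 3.46% of the variance. On the first component, control replicate 2, replicate 4 of 8 µM and replicate 2 of 50 µM lay apart from the other pools, and on the second component replicate 4 of 50 µM did. On principal component 3, the scores ran from -7.88 to -3.89 in the control pools and from 2.36 to 13.48 in the 50 µM pools, and all pools of 8, 20 and 50 µM had positive scores. All 12 pools of 1.28, 3.2 and 8 µM lay on one side of the other 20 pools on principal component 4.

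**Figure D1:**
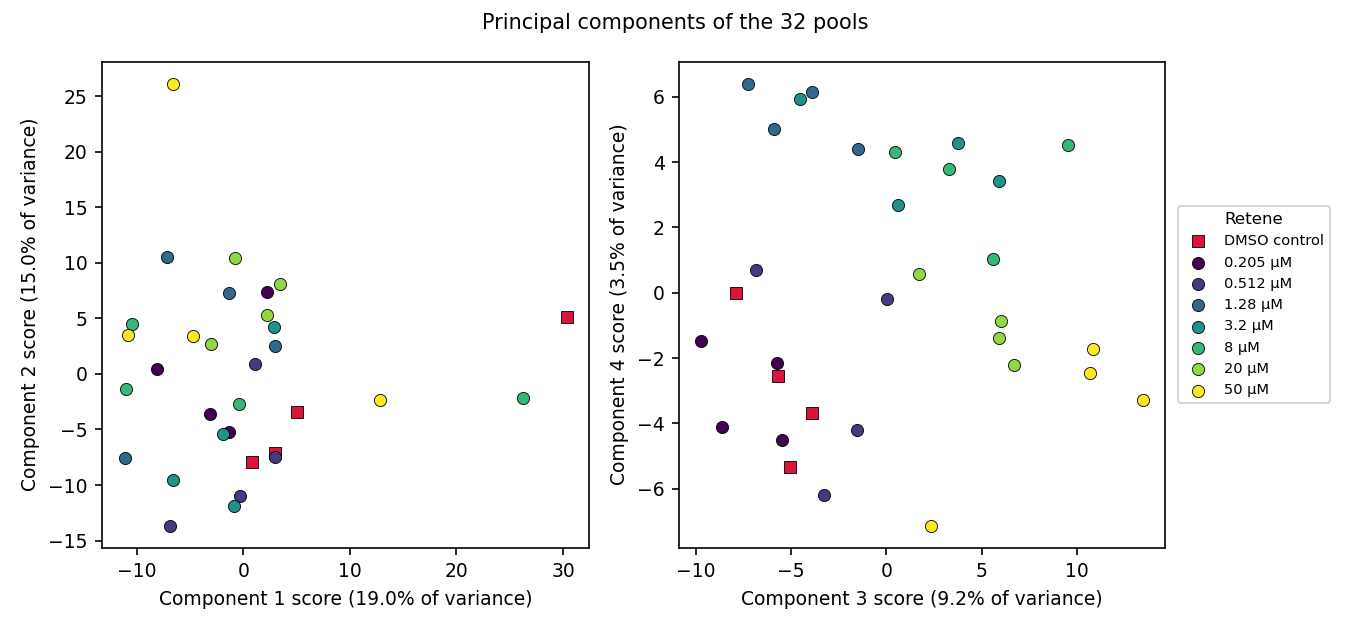
Scores of the 32 pools on principal components 1 and 2 (left) and 3 and 4 (right) of the deposited variance-stabilized values, without units, with the control pools as squares and the retene concentrations by color. The 12 pools of 1.28, 3.2 and 8 µM are separated from the other 20 pools on component 4.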

Global gene expression was assessed in 48 hpf zebrafish larvae in response to eight retene concentrations anchored to teratogenicity screening results. Differential expression analysis and benchmark concentration modeling were used to assess concentration-response relationships of individual retene-responsive genes and identify thresholds at which expression of these genes was altered. A gene co-expression network was inferred for genes across all conditions to identify sets of genes most responsive to retene.

#### 3.2.1 Differential gene expression

Differentially expressed genes across each concentration were identified (no fold change cut off) with an adjusted *p*-value ≤ 0.05. The number of DEGs generally increased with increasing concentration, with no DEGs identified at 0.205 µM and 8, 356, 164, 382, 416, and 1121 DEGs at 0.512, 1.28, 3.2, 8, 20, and 50 μM, respectively (Figure 3A). 

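In the limma fit, no gene had an adjusted p-value under 0.05 at 0.205 µM, where the smallest was 0.656, or at 0.512 µM, where the smallest was 0.0583 for cyp1a. There were 19 DEGs at 1.28 µM, of which 10 had higher expression than in the control, and 19 at 3.2 µM, of which 13 were higher. At 8 µM there were 78 DEGs with 60 higher, at 20 µM 133 with 88 higher, and at 50 µM 562 with 330 higher. Before adjustment, the p-values of 1687, 1434, 2942, 2206, 2256, 2489 and 3441 genes were under 0.05 at the 7 concentrations in increasing order. Among the DEGs at 50 µM, all 4 exposed pools lay above all 4 control pools for 310 genes and below them for 198. The largest falls among the latter were those of sik1 (Log2FC -0.78, standard error 0.16, adjusted p = 0.00395), serpinh1b (-0.78, standard error 0.12, adjusted p = 0.000135) and duox (-0.76, standard error 0.11, adjusted p = 2.98e-05). Among the counts above 0, the largest relative rise under another setting was at 8 µM, to 336 with replicate 4 of 8 µM left out (148 of them higher), and the largest relative fall at 1.28 µM, to 4 with replicate 4 of 1.28 µM left out or with an adjusted p-value under 0.01.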

Most DEGs had low (<1) log2FC values.

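Over the 7 concentrations, the absolute Log2FC was under 1 for 771 of the 811 calls of a DEG (95.1%, 95% Wilson interval 93.4 to 96.4, which covers counting error only and treats the calls as independent). The median absolute Log2FC of the DEGs was 0.35 at 1.28 µM, 0.46 at 3.2 µM, 0.39 at 8 µM, 0.39 at 20 µM and 0.34 at 50 µM. The deposited scale compresses the changes of genes with few reads, and with limma on log2(normalized count + 0.5) the share under 1 was 82.1%.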

**FIGURE 3:**
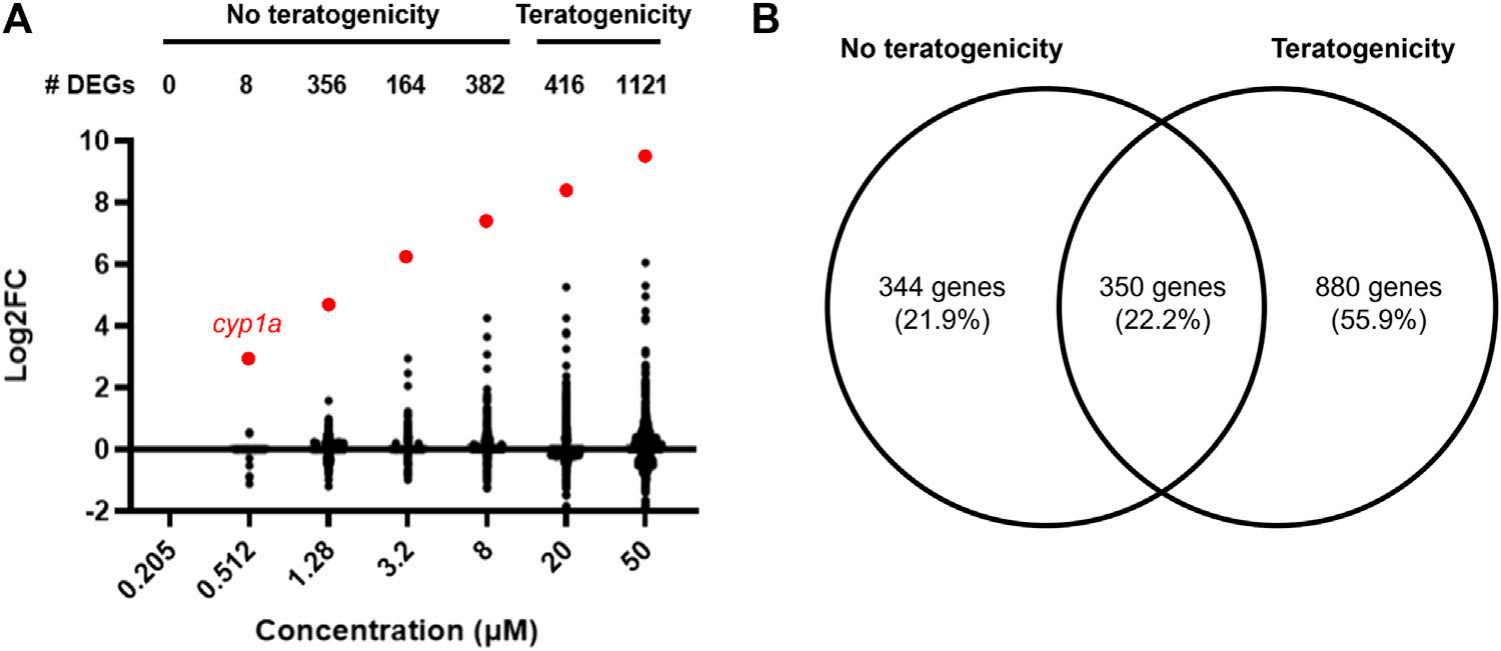
**(A)** Number of differentially expressed genes and their corresponding Log2 fold change values at each retene concentration (adj. *p* < 0.05). *Cyp1a* is highlighted red. **(B)** Venn diagram of DEGs at concentrations with and without teratogenicity at 120 hpf. Overlapping region represents genes which were differentially expressed in at least one non-teratogenic and one teratogenic concentration.

DEG lists were compiled for concentrations which did not induce teratogenicity (0.205–8 µM) versus those which did (20–50 µM) (Figure 3B). 880 DEGs were identified at only teratogenic concentrations indicating these may play an important role in the emergence of teratogenicity. 

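Of the 605 genes called at any concentration by limma, 514 were DEGs only at 20 or 50 µM. At 50 µM, 281 of these had higher expression than the control and the rest lower. With replicate 2 of 50 µM left out, 875 genes were DEGs only at 20 or 50 µM, and with control replicate 2 left out 294 were.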

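GO and Reactome annotation was not used here, and a list of 157 biotransformation and redox genes, chosen by gene symbol, took its place. The DEGs found only at 20 or 50 µM included 21 genes of this list, where 3.56 would fall among them by chance from all genes tested (odds ratio 6.90, one-sided Fisher's exact test, p = 6.95e-11, Benjamini-Hochberg adjusted p = 2.78e-10 over 4 such tests). The smallest adjusted p-values among these 21 genes were those of tiparp, with a Log2FC at 50 µM of 1.45 (standard error 0.076, adjusted p = 7.95e-16), and ugt1a1, with 0.87 (standard error 0.088, adjusted p = 2.27e-08). Next came cbr1l with a Log2FC of 0.86, gsr with 0.69 and prdx1 with 0.68. The list is wider than its name, since the paper gives tiparp a role in metal ion binding. The overlap without tiparp was not computed. Genes are not independent replicates, so the exact p describes the overlap of lists and not the variation between pools.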

Functional enrichment analysis of these genes using Gene Ontology (GO) terms identified significant (*p* < 0.05) GO terms related to response to toxic substance and reduction and oxidation reactions. Figure 4 displays disrupted GO term and Reactome pathway enrichment for genes identified as differentially expressed at non-teratogenic concentrations, teratogenic concentrations, and those which overlapped both concentration ranges.

**FIGURE 4:**
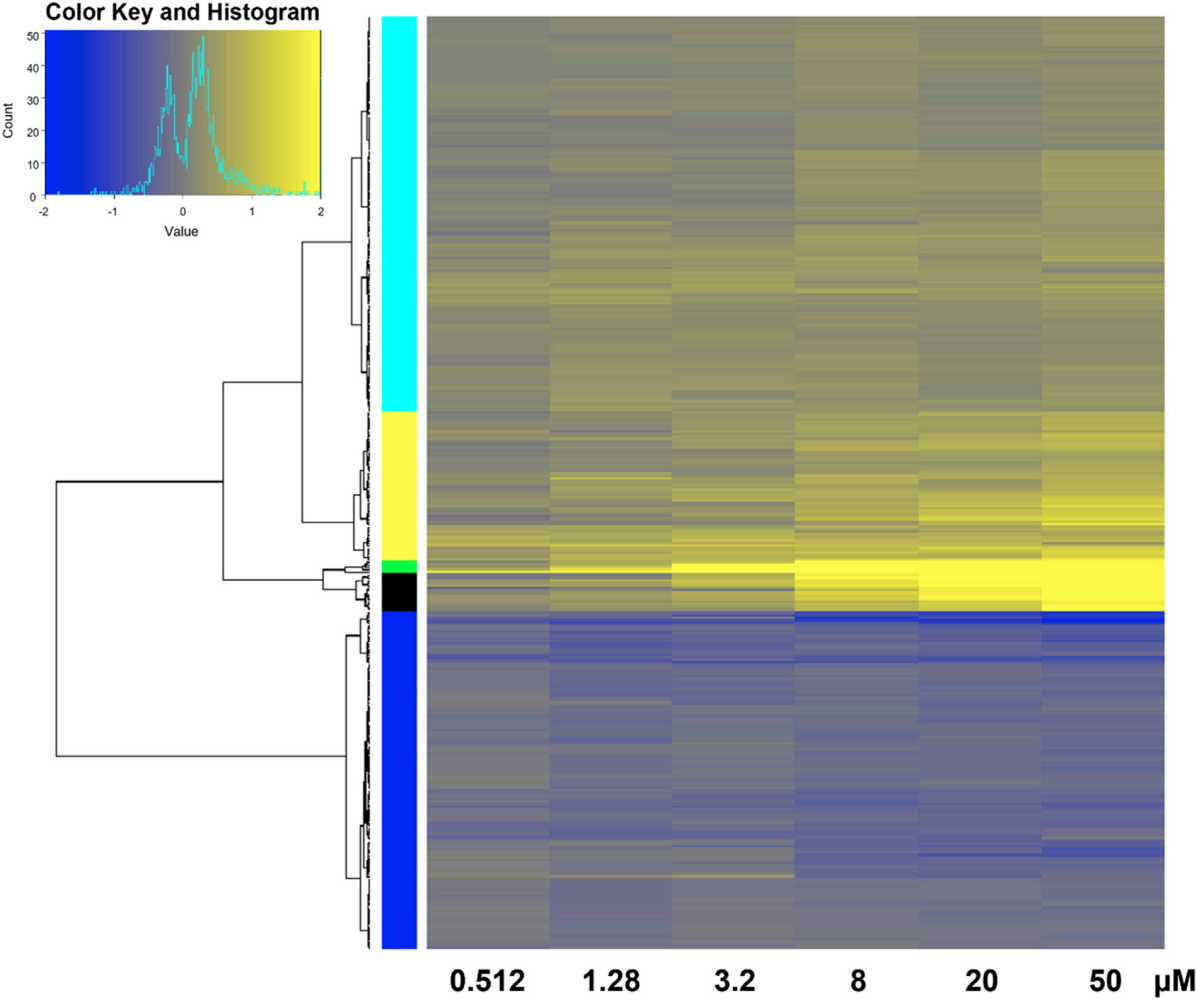
Heatmap of transcriptomic response at each retene concentration for genes common to both non-teratogenic and teratogenic concentrations. Average Log2FC values for each gene at each treatment are displayed with yellow indicating higher expression and blue indicating lower expression compared to DMSO vehicle control. Genes are grouped by ward clustering with gene clusters on the left.

350 genes were differentially expressed in at least one non-teratogenic and one teratogenic concentration (Figure 3B), allowing for analysis of expression of individual transcripts across concentrations. 

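By limma, 61 genes were DEGs at 1 or more of the concentrations from 0.205 to 8 µM and also at 20 or 50 µM. Of these, 53 had higher expression than the control at 50 µM. With replicate 4 of 8 µM left out, the set held 156 genes, and with control replicate 2 left out it held 35.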

Figure 5 displays Log2FC values in response to increasing retene concentrations for these 350 genes. 

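Among the 61 genes called by limma at both kinds of concentration, the rises in Log2FC at 50 µM were led by cyp1a (7.57, standard error 0.24), cyp1c1 (4.95, standard error 0.16) and cyp1c2 (3.40, standard error 0.13). They were followed by ahrra with a Log2FC of 2.46, GeneID.103909114 with 2.35, fgf7 with 2.30, sult6b1 with 2.10 and gstp1 with 1.92. Ward clustering of their Log2FC values into 5 clusters placed cyp1a and cyp1c1 each in a cluster alone. The other clusters held 11 genes with a mean Log2FC at 50 µM of 2.01, 40 genes with a mean of 0.58, and 8 genes with a mean of -0.33, among them ccnf, dnaja1, tk1 and xpo1a. In the reference annotation cyp1c1 and cyp1c2 are neighbors, and whether reads were split between these paralogs was not tested.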

Genes were clustered using Ward clustering and several genes showed a strong concentration-response relationship with 19 genes (black and green clusters) showing the greatest increase in expression in response to increased retene concentration. Table 2 shows Log2FC across concentrations for black and green cluster genes from Figure 5.

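All 19 genes of Table 2 were DEGs at 50 µM by limma, and 14 were among the 19 genes with the largest rises in the set that spanned both kinds of concentration. The other 5 of those 19 were lonrf1l (Log2FC at 50 µM 1.26), GeneID.504039 (1.08), foxf2a (1.00), cry1a (0.97) and cdkn1ba (0.96). The lowest concentration with a call was 1.28 µM for 2 of the Table 2 genes (cyp1a and cyp1c1), 3.2 µM for 3 (sult6b1, cyp1c2 and wfikkn1), 8 µM for 11 and 20 µM for 3 (GeneID.100536887, GeneID.108182865 and dhrs13l1). At 1.28 µM the Log2FC of cyp1c1 was 0.96 (standard error 0.16, adjusted p = 0.0053), and at 3.2 µM that of cyp1c2 was 0.85 (standard error 0.13, adjusted p = 0.000418). The call of wfikkn1 at 3.2 µM was lost with replicate 4 of 3.2 µM left out.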

**FIGURE 5:**
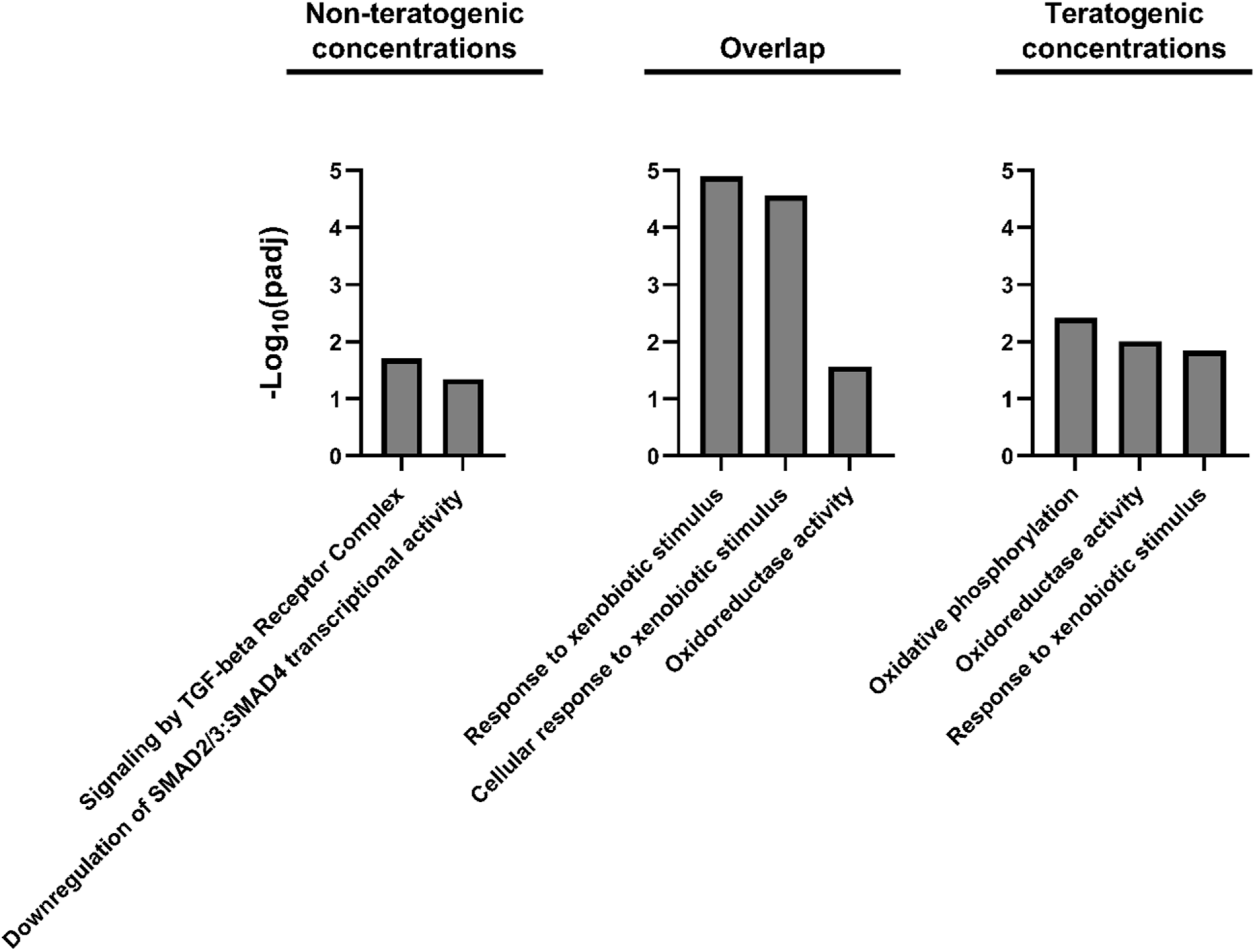
Gene Ontology and Reactome pathway enrichment for DEGs unique to non-teratogenic concentrations, DEGs overlapping at least one non-teratogenic and one teratogenic concentration, and DEGs unique to teratogenic concentrations.

**TABLE 2:** Black and green heatmap cluster genes which showed the strongest change in expression in response to increasing retene concentration. Log2 fold change values are shown for any gene with an adjusted *p* value <0.05. NA = adjusted *p*-value exceeded cutoff. Genes are ordered by the number of concentrations at which they showed significant differential expression. Functional roles were identified using AmiGO 2 (Ashburner et al., 2000; Carbon et al., 2009; Gene Ontology, 2021).

Gene	Heatmap cluster	Functional role	0.512 µM	1.28 µM	3.2 µM	8 µM	20 µM	50 µM
*cyp1a*	Green	Monooxygenase; biotransformation	2.92	4.62	6.22	7.44	8.44	9.57
*cyp1c1*	Green	Monooxygenase; biotransformation	NA	1.58	2.94	4.25	5.27	6.06
*sult6b1*	Black	Sulfotransferase; biotransformation	NA	0.45	0.76	1.38	1.69	2.51
*cyp1c2*	Green	Monooxygenase; biotransformation	NA	NA	2.06	3.08	4.26	5.31
*wfikkn1*	Black	Peptidase inhibition	NA	NA	2.46	3.64	3.74	4.26
*GeneID.110366352*	Black	Uncharacterized	NA	NA	1.03	1.65	2.37	3.21
*nfe2l2b*	Black	Transcription regulation	NA	NA	1.11	1.64	2.17	2.75
*ccn2b*	Black	Cell adhesion, heparin binding	NA	NA	0.68	1.32	1.81	2.10
*gstp1*	Black	Glutathione transferase; biotransformation	NA	NA	0.51	0.93	1.23	1.96
*cyb5a*	Black	Heme binding	NA	NA	0.52	0.81	1.2	1.8
*ahrra*	Green	Transcription regulation	NA	NA	NA	2.61	3.80	4.96
*fgf7*	Green	Cell proliferation	NA	NA	NA	1.96	3.26	4.48
*GeneID.103909114*	Black	Uncharacterized	NA	NA	NA	1.78	2.72	4.19
*GeneID.100536887*	Black	Uncharacterized	NA	NA	NA	1.55	1.92	3.10
*foxq1a*	Black	Transcription regulation	NA	NA	NA	1.22	1.92	2.65
*GeneID.108182865*	Black	Uncharacterized	NA	NA	NA	0.98	1.82	2.43
*mamdc2b*	Black	Uncharacterized	NA	NA	NA	1.35	1.76	2.26
*dhrs13l1*	Black	NADP-retinol dehydrogenase	NA	NA	NA	0.88	1.18	2.14
*per2*	Black	Circadian clock regulation	NA	NA	NA	1.03	1.37	1.77

BMDExpress2 was used to model concentration-dependent transcriptional changes for individual genes with significant concentration-response relationships. All genes which exhibited a response to increasing concentration were modeled and benchmark concentrations were identified. 

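Benchmark concentrations were computed for each gene from the deposited values of all 32 pools, as the concentration at which the curve with the lowest AIC left the control mean by 1.349 standard deviations. For cyp1a the BMC was 0.2098 µM, with a 95% bootstrap interval over pools of 0.164 to 0.245 µM and a Hill curve. For cyp1c1 it was 0.338 µM (0.244 to 0.445), for wfikkn1 0.836 µM (0.547 to 1.04), for cyp1c2 0.913 µM (0.485 to 1.12) and for sult6b1 0.917 µM (0.644 to 1.12). For gstp1 it was 1.50 µM (0.989 to 1.85), for ccn2b 1.54 µM (0.776 to 2.15), for cyb5a 1.73 µM (1.10 to 2.35) and for nfe2l2b 1.93 µM (1.03 to 3.30). Each of these genes passed Williams' trend test at the smallest p that 5000 permutations can give (permutation p = 0.0002). The BMC of cyp1c2 fell to 0.586 µM on the scale of log2(normalized count + 1), a setting chosen after the data were seen, and that of gstp1 rose to 2.12 µM with replicate 4 left out of all groups.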

Concentration-response modeling revealed BMC values below 1 µM for several genes (Figure 6.) Each of these genes has been previously associated with AHR activators (Garcia et al., 2018; Shankar et al., 2021).

**FIGURE 6:**
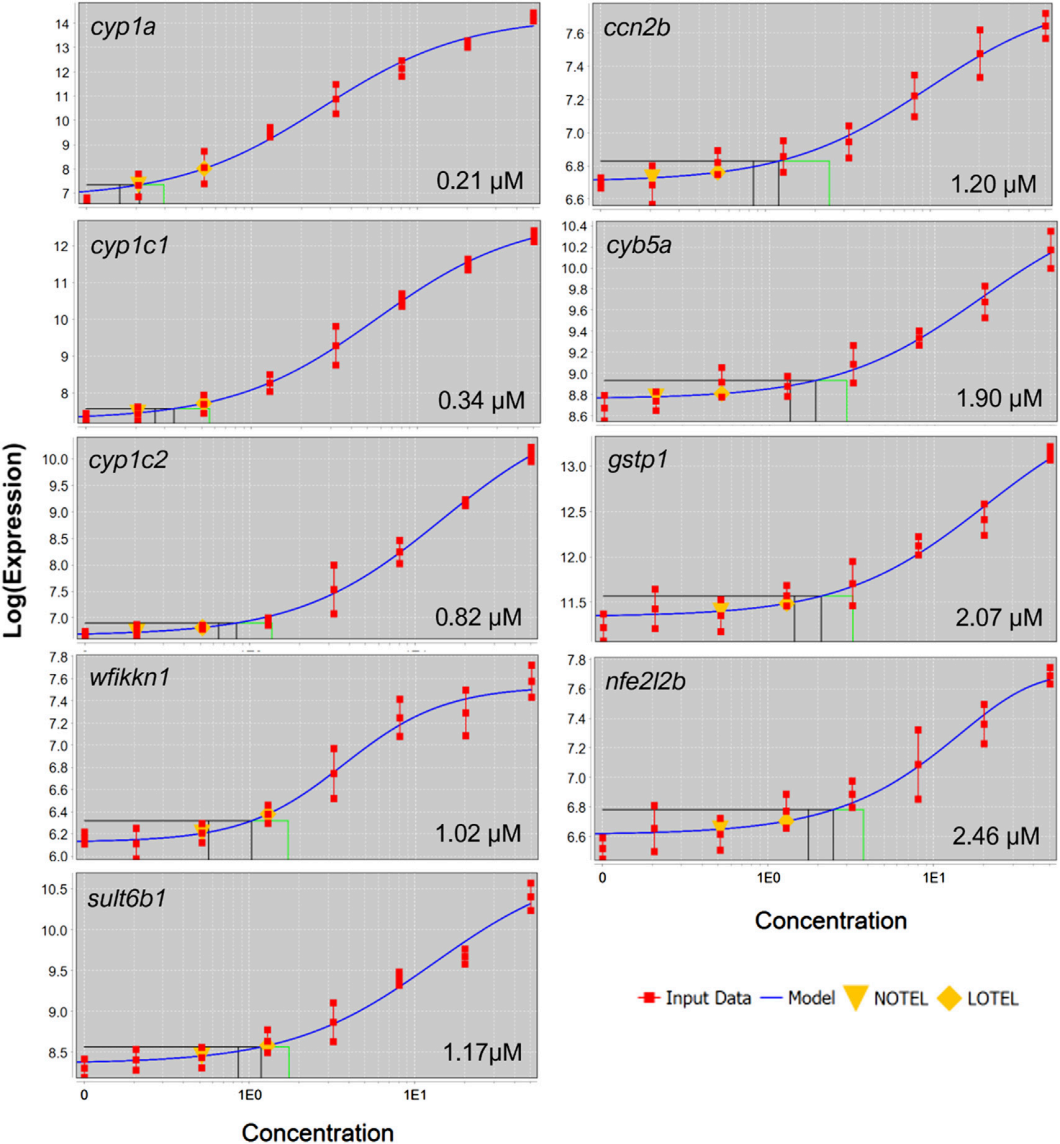
Concentration-response curves for black and green cluster genes which were differentially expressed in at four concentrations. Gene symbol and BMC are displayed in each panel.

#### 3.2.2 Gene co-expression network

A gene co-expression network was inferred by combining expression data from all 32 datasets using GENIE3 and were grouped into 30 separate modules ranging from 12 to 325 genes. 

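The network was inferred from the linear fold changes of the normalized counts in the 32 pools, for the 8000 genes with the highest coefficient of variation, with a random forest of 1000 trees per gene. The 4678 heaviest edges, of weight 0.00658 and above, linked 4124 genes. The fastgreedy algorithm divided these genes into 843 modules, of which 33 held at least 12 genes and the largest held 379. With a weight threshold of 0.0086 in place of a number of edges, 927 edges and 3 modules of at least 12 genes remained.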

Figure 7 displays the full retene network with the top 13 modules identified by node color. 

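The effect of each concentration was measured by inferring the network again, with 250 trees, after removing its 4 pools. In the full network of 250 trees, cyp1a, cyp1c1 and the other strongest risers lay in a module of 126 genes. The Jaccard overlap of this module with its nearest module was 37.2% without 0.205 µM, 36.6% without 0.512 µM, 32.6% without 1.28 µM, 34.2% without 3.2 µM, 39.2% without 8 µM, 32.0% without 20 µM and 29.7% without 50 µM. In 5 removals of 4 random pools it averaged 34.2% (SD 2.09), between 32.4% and 37.7%. The overlaps without 50 µM and without 20 µM were below those of all 5 random removals, and the overlap without 50 µM was the lowest. With the 2000 heaviest edges, the overlap without 50 µM (37.96%) was again below all random removals (44.9% to 54.1%). That without 20 µM (55.7%) was above all of them, so the result for 20 µM depended on the number of edges kept.

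**Figure D2:**
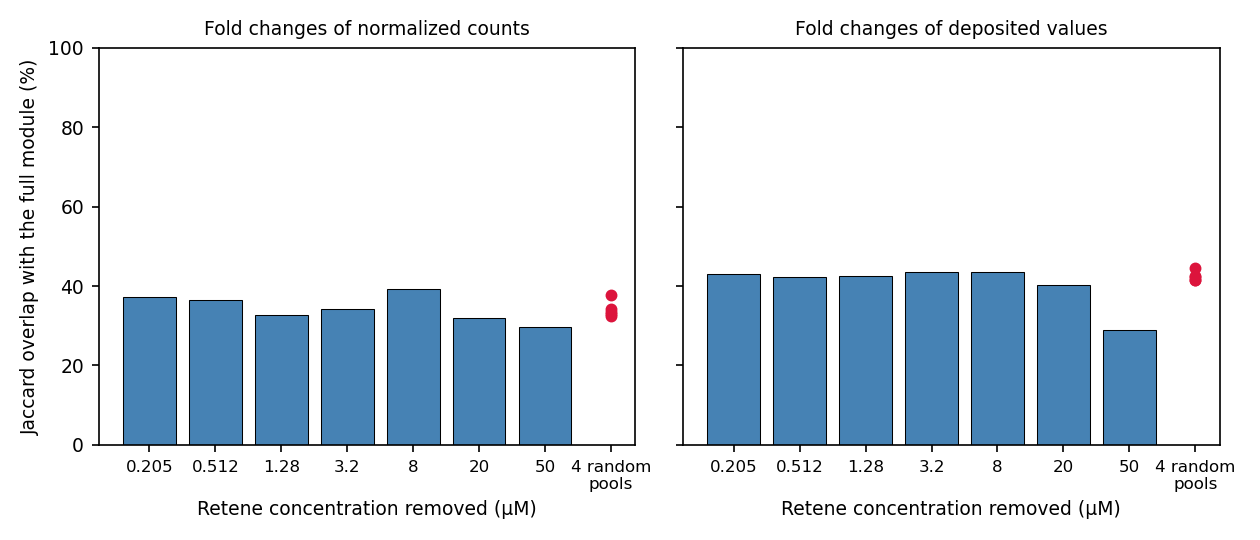
Jaccard overlap (percent, vertical axis) of the module that holds the strongest risers with its nearest module after the pools of each retene concentration (µM, horizontal axis) were removed, as bars, and after 5 removals of 4 random pools, as red points. Networks came from fold changes of the normalized counts (left) and of the deposited values (right, a setting chosen after the data were seen); in both the bar for 50 µM is the lowest.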

Overall, transcriptional responses to higher retene concentrations had an outsized effect on network structure (Supplementary Figure S1).

**FIGURE 7:**
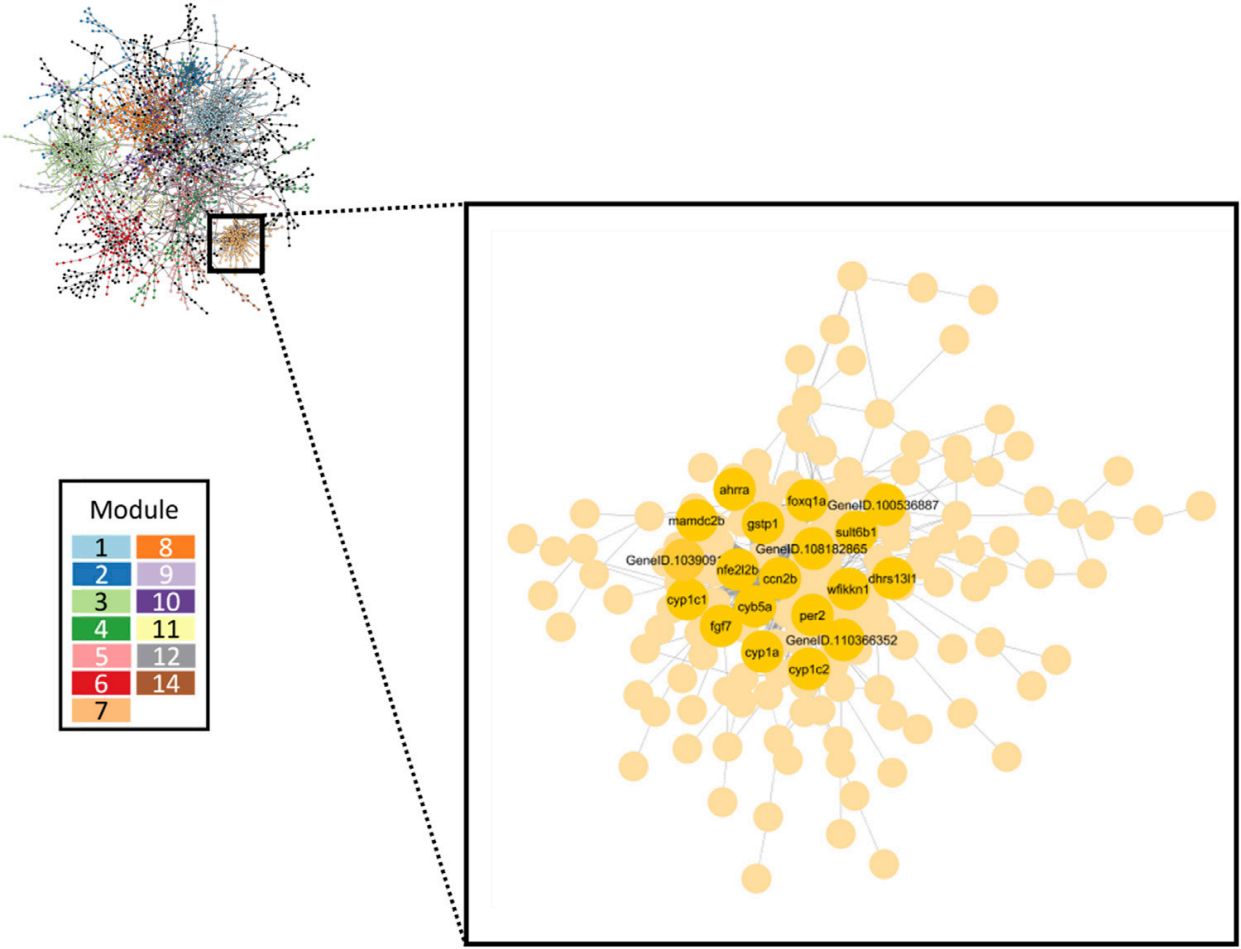
Gene co-expression network inferred from all retene concentrations. The largest 13 modules are differentiated by color. The inset box highlights Module seven which contained the greatest number of high responding genes. Black and green cluster genes which showed the strongest change in expression in response to increasing retene concentration are denoted.

We conducted functional enrichment analysis on the largest 13 modules using g:Profiler. Eight modules were significantly enriched for at least one or more Gene Ontology (GO) terms (*p* < 0.05). Table 3 lists the top five modules of interest with their module size and GO term enrichment. Table 4 displays the top 20 genes with the highest degree (number of edges directly connected to a gene) and with the highest betweenness centrality (proxy for importance to network structure) from the full retene network. Many of the genes which showed the greatest response to retene had the highest degree in the network and were contained within Module 7.

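The highest degrees in the network of 4678 edges were those of cyp1c1 (58 edges), ahrra (54), sult6b1 (53), foxq1a (53) and cyp1a (51). Of the Table 4 genes listed for degree, 17 were among the 21 genes with at least 40 edges, the ties at the threshold included, while per2 had 37 edges and tiparp 34. The genes with the highest betweenness were gal3st2 (0.0382), pip4k2ab (0.0348) and zbtb32 (0.0285), and 0 of the 20 highest were Table 4 genes listed for betweenness. Leaving out 1 replicate number from all groups left between 4 and 12 of the Table 4 degree genes among the highest degrees.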

**TABLE 3:** Gene network module ID, number of genes, and top GO terms of interest for significantly enriched modules (*p* < 0.05). Modules were selected based on size and significant functional enrichment.

Module	Size	Top GO terms of interest
3	279	HS-GAG biosynthesis; heparin metabolism; ion transport
4	128	Glutamate receptor activity; regulation of membrane potential
6	169	Apelin signaling pathway; ion channel activity
7	178	Response to xenobiotic stimulus, response to oxidative stress
8	240	response to wounding

**TABLE 4:** Top 20 genes with highest degree and betweenness in the full retene network. Functional roles were identified using AmiGO 2 (Ashburner et al., 2000; Carbon et al., 2009; Gene Ontology, 2021).

Gene	Functional role	Degree	Gene	Functional role	Betweenness
*ahrra*	Transcription regulation	40	*GeneID.110440109*	Uncharacterized	0.10
*cyp1c1*	Monooxygenase; biotransformation	35	*trpc2a*	Ion channel activity	0.09
*fgf7*	Cell proliferation	35	*spdya*	Protein kinase binding	0.08
*cyp1c2*	Monooxygenase; biotransformation	35	*ppig*	Isomerase activity	0.08
*cyp1a*	Monooxygenase; biotransformation	33	*sbno2a*	Chromatin DNA binding	0.08
*sult6b1*	Sulfotransferase; biotransformation	32	*phf20b*	Metal ion binding; histone acetylation	0.07
*tiparp*	Metal ion binding	30	*celf5b*	RNA binding	0.07
*GeneID.110366352*	Uncharacterized	30	*GeneID.100535592*	Uncharacterized	0.07
*wfikkn1*	Peptidase inhibition	30	*tmem54a*	Integral component of membrane	0.07
*GeneID.108182865*	Uncharacterized	29	*sik2a*	ATP binding	0.06
*nfe2l2b*	Transcription regulation	29	*cdc37*	Protein stabilization	0.06
*ccn2b*	Cell adhesion, heparin binding	29	*gsr*	Cell redox homeostasis	0.06
*lonrf1l*	Metal ion binding	27	*gap43*	Regulation of growth	0.06
*foxf2a*	Transcription regulation	27	*si.ch211.173n18.3*	Uncharacterized	0.06
*cdkn1ba*	Kinase inhibitor activity	26	*cers3a*	Sphingolipid metabolic process	0.06
*GeneID.103909114*	Uncharacterized	25	*josd1*	Protein deubiquitinase	0.06
*nfe2l2a*	Transcription regulation	23	*GeneID.103910736*	Uncharacterized	0.06
*cyb5a*	Heme binding	23	*gnai3*	GTP binding	0.06
*gstp1*	Glutathione transferase; biotransformation	22	*itpr1b*	Calcium channel activity	0.06
*per2*	Circadian clock regulation	21	*zgc.100868*	Endopeptidase activity	0.06

The network approach grouped genes based on similarity in expression and function and showed that Module seven was strongly linked to retene response (Figure 7) with all 19 of the black and green heatmap cluster genes central to this module. 

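Of the 178 genes that the paper lists for Module 7, 73 were among the genes used for the network and 69 had an edge. The module nearest to it held 122 genes, of which 57 were Module 7 genes (Jaccard overlap 0.235), and all 19 Table 2 genes were in it. In a setting chosen after the data were seen, differences of the deposited values were turned from the log2 scale into linear fold changes. Then 173 of the Module 7 genes entered the network, and the nearest module shared 140 genes with Module 7 (Jaccard overlap 0.354). With the differences themselves as log2 fold changes, set before the data were examined, 23 Module 7 genes and 0 Table 2 genes entered. The nearest module then shared 9 genes with Module 7 (Jaccard overlap 0.0229).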

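Table S4 lists 160 Module 7 genes, of which 42 also belong to a module of AHR-responsive genes from an earlier study. The other 136 of the 178 Module 7 genes include those that Table S4 does not list. At 50 µM, limma called 40 of the 42 (95.2%) and 94 of the 136 (69.1%), against 428 of the 22508 genes outside Module 7. The median absolute Log2FC at that concentration was 0.73 in the shared genes, 0.38 in the other Module 7 genes and 0.08 outside Module 7. Expression was higher than in the control for 41 of the 42 shared genes and for 94 of the 136 others. The median BMC was 2.65 µM over 41 shared genes and 5.89 µM over 118 others. Module 7 was drawn by the authors from the same pools, so its genes were not chosen independently of these changes.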

Module seven contained many known AHR-regulated genes and had 20.9% overlap with the AHR responsive module of the FRC/AHR network in Shankar, et al., 2021 (Shankar et al., 2021) (Supplementary Table S4). Functional enrichment analysis of Module seven revealed the most significant GO term was response to xenobiotic stimulus (Table 3), similar to the AHR responsive model from our previous publication. The remaining Module seven genes which were not common to the AHR responsive module from the previous study may be unique to the response to retene or may be additional AHR-responders that were uncovered through this study approach.

We next assessed the concentration-response relationship of Module seven gene expression with benchmark concentration modeling and network edge-weight analysis. First, we compiled BMC modeling data for all genes which comprise Module 7. The median BMC for Module seven genes was 5.23 µM (BMDL 2.67 µM; BMDU 9.59 µM), concordant with the BMC for teratogenicity of 5.5 µM. 

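Of the Module 7 genes, 160 passed the trend test, and 159 had a BMC within the tested range. Their median BMC was 4.59 µM, with quartiles of 2.51 and 9.29 µM and a highest value of 35.2 µM. For the 140 of them outside Table 2 the median was 6.10 µM. The BMC lay below the 5.5 µM that the paper gives for teratogenicity in 86 genes (54.1%), and below 1 µM in 13. With 1 replicate number left out of all groups in turn, the median ranged from 4.06 to 5.39 µM. The setting that moved it most was a benchmark response of 1 standard deviation, with 3.37 µM.

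**Figure D3:**
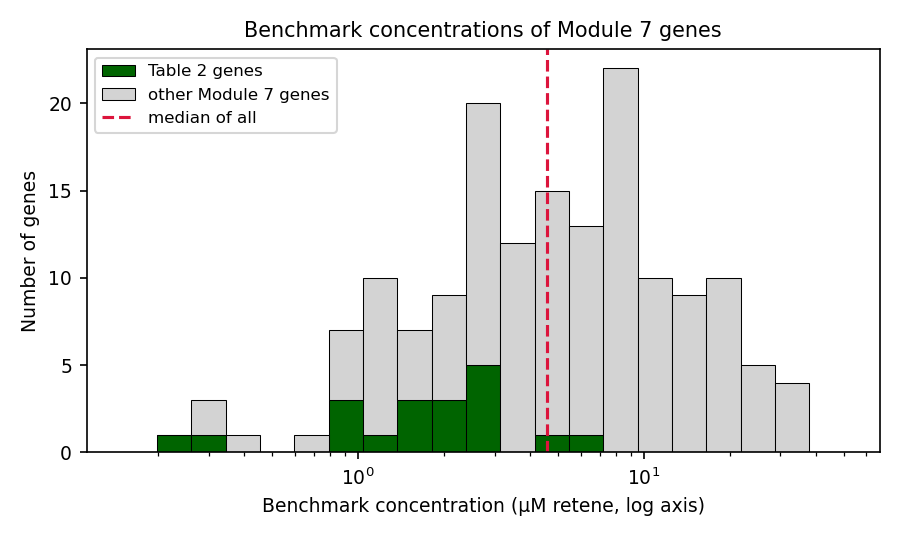
Number of Module 7 genes (vertical axis) by BMC (µM, logarithmic horizontal axis), with the Table 2 genes in green and the others in gray, stacked. The dashed line marks the median of 4.59 µM.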

Next, edge weights were analyzed for all 24,758 possible edges that comprised Module 7. To assess which of these responded to increasing retene concentration, a ratio of edge weights was calculated for each Module seven edge in the original network compared to a network lacking each concentration. If the edge weight in the original network was greater than in the network lacking that concentration, we considered the edge responsive to that concentration. This was iteratively performed for each retene concentration for a total of seven ratios per edge. 1,152 edges had consistently higher weights in the original network and of these, 15 showed greater losses in edge weight as data from each higher retene concentration was removed, i.e., edge weight between the gene pairs comprising these edges became weaker as data from higher retene concentrations were removed. These genes were primarily low fold change genes (Log2FC < 1), though this suggested that co-expression of these particular gene pairs was strongly affected by retene (Supplementary Table S3).

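The 73 Module 7 genes in the network of fold changes made 5256 directed edges between them. Of these, 1455 (27.7%) were heavier in the full network than in each of the 7 networks that lacked a concentration, where 12.5% would be if the 8 networks were interchangeable. In 7 networks that each lacked 4 random pools in place of a concentration, 1382 edges met the same condition, and in 7 networks of all pools that differed in the seed of the forest, 678 did. For 14 of the heavier edges, the loss of weight rose with each higher concentration removed from 1.28 to 50 µM. The removals of 0.205 and 0.512 µM were not part of this order. For the 200 heaviest edges, the median ratio of the full weight to the weight after removal was 2.75 without 0.205 µM, 2.62 without 0.512 µM, 2.76 without 1.28 µM, 2.73 without 3.2 µM, 3.11 without 8 µM, 3.63 without 20 µM and 4.17 without 50 µM, while the random removals gave 2.79 to 3.77 and other seeds, with no pool removed, 2.42 to 2.89. On the scale of the deposited values, a setting chosen after the data were seen, 6359 of 29756 edges were heavier than in all 7 networks and 37 had a rising loss.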

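How many edges would show such an order by chance was not computed, so the 14 edges are not set apart from chance. They joined 22 genes, among them the pairs of ahrra with cyp1c2, wfikkn1 with gstp1, gsr with per2, and nfe2l2b with GeneID.504039. On the deposited scale, which compresses the changes of genes with few reads, the absolute Log2FC was under 1 at every concentration for 14 of the 22 genes. At 50 µM, 21 of the 22 were DEGs by limma, with a median absolute Log2FC of 0.80, and 7 were Table 2 genes.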

## 4 Discussion

### 4.1 Observed phenotype is specific to early development

Exposure to retene during early development induced significant teratogenicity at concentrations 20 µM and above at 120 hpf. Teratogenicity was largely eliminated in AHR2-null fish, indicating the observed effects are dependent on AHR2. Previous studies have identified AHR2-mediated retene cardiotoxicity and cyp1a-induction patterns in early life-stage zebrafish (Scott et al., 2011; Shankar et al., 2019). This result and analysis of transcriptional response to retene support an AHR2-mediated toxicity pathway.

Preliminary data from our group, using the same exposure and screening paradigm presented here, showed that retene exposure beginning after 48 hpf did not induce developmental toxicity. These results indicate that the disrupted pathways which result in teratogenicity at 5 days post fertilization are disrupted prior to 48 hpf and gene expression changes observed at 48 hpf are likely representative of this disruption. Transcriptomic analysis at 48 hpf is an ideal timepoint in zebrafish as it precedes the onset of phenotype and the observed disrupted gene expression is likely to drive effects observed at 120 hpf (Haggard et al., 2018; Shankar et al., 2019; Dasgupta et al., 2021). In this study, zebrafish were developmentally exposed to retene and screened for early development-specific endpoints. We acknowledge that gene expression changes observed may be associated with non-developmental endpoints later in life such as disrupted reproduction, cognitive impairment and abnormal social behavior.

### 4.2 Concentration-response relationship of retene-induced transcriptional changes

#### 4.2.1 Differentially expressed genes increase with increasing concentration

At 5 days post fertilization, 20 and 50 µM retene exposures consistently induced teratogenicity not yet evident at 48 hpf, when transcriptomic analyses were performed. To assess the most sensitive phenotypically-anchored transcriptional events, we selected six concentrations with no observed toxicity and two concentrations with strong teratogenic effects at five to determine a concentration threshold at which phenotype-anchored DEGs were detectable. At the lowest concentration (0.205 µM), no DEGs were identified. At the next highest concentration, 0.512 µM, and above, DEGs generally increased with increasing retene concentration in both number and magnitude of expression. 

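The limma calls at 1.28 and 3.2 µM had 8 genes in common, and 8 of the DEGs at 1.28 µM were also called at 50 µM. The largest rises at 1.28 µM were those of cyp1a (Log2FC 2.83, standard error 0.24, adjusted p = 6.17e-09), cyp1c1 and lonrf1l (0.58, standard error 0.11, adjusted p = 0.0149). Which of the concentrations had more DEGs changed with the setting. With quantile normalization there were 61 at 1.28 µM and 27 at 3.2 µM, while on log2(normalized count + 0.5) there were 23 and 34.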

One concentration, 1.28 µM, did not follow this trend producing more DEGs than the next highest concentration. These were largely low fold-change genes (Log2FC < 1), though their altered expression may play a significant role in the cascade of transcriptional effects which lead to toxicity at higher concentrations.

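The absolute Log2FC was under 1 for 18 of the DEGs at 1.28 µM, with cyp1a as the exception. The deposited scale compresses the changes of genes with few reads, and cyp1c1 lay just under this threshold with 0.96. The largest falls were those of GeneID.553664 (Log2FC -0.61, standard error 0.074, adjusted p = 2.11e-05), GeneID.101885028 (-0.59, standard error 0.087, adjusted p = 0.000769) and psip1b (-0.55, standard error 0.11, adjusted p = 0.0457), with all 4 exposed pools below all 4 control pools. At 50 µM their Log2FC was -0.19, -0.20 and -0.03, with adjusted p-values of 0.205, 0.273 and 0.934.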

At each retene concentration with a significant transcriptomic response, unique genes were observed. Across concentrations, patterns emerged of sets of genes differentially expressed at multiple concentrations with increasing or decreasing degree of change corresponding to increasing teratogenicity. Several individual genes showed a concentration-dependent increase in degree of differential expression. 

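Over the 19 Table 2 genes the median BMC was 1.93 µM, and 5 genes had a BMC below 1 µM. The highest BMCs were those of dhrs13l1 (6.92 µM, 95% bootstrap interval 2.57 to 11.7), GeneID.108182865 (4.44 µM, 2.80 to 7.73) and foxq1a (3.05 µM, 1.66 to 4.11). That of ahrra was 1.37 µM (0.887 to 2.43).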

Black and green cluster genes from Figure 5 had a BMC ranging from 0.247 to 1.783 µM, indicating the concentration threshold which induced expression was well below that at which toxicity was observed. At the network level, the average BMC for all Module seven genes was 5.24 µM, similar to that of teratogenicity, 5.5 µM. Module seven consisted of many genes in the AHR2 pathway, meaning the threshold for significant induction of AHR2-associated genes was similar to the threshold for retene teratogenicity.

#### 4.2.2 Cyp1a is a biomarker of Aryl hydrocarbon receptor2 activation but not teratogenic outcome

Cytochrome P450s are a superfamily of enzymes which catalyze oxidation reactions in phase one biotransformation of xenobiotics (Hakkola et al., 1994; Carpenter et al., 1996; Lewis, 1996; Shimada et al., 1996). Increased expression of cytochrome p450 1a (CYP1A in zebrafish, or CYP1A1 in mammals) is a well-established biomarker of exposure to chemicals which activate the aryl hydrocarbon receptor pathway (Hu et al., 2007). In this study, elevated *cyp1a* was not associated with teratogenicity at very low concentrations, meaning that while its expression is considered a biomarker of AHR2 activation, it was too sensitive a response to serve as a biomarker of zebrafish teratogenicity later in development. 

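The normalized count of cyp1a was 26.1 ± 7.23 (SD, n = 4 pools) in the control and 81.7 ± 51.8 at 0.205 µM, where 3 of the 4 pools lay above all control pools (two-sided exact permutation test, p = 0.0571). It was 197 ± 124.9 at 0.512 µM, 643 ± 103 at 1.28 µM, 1943 ± 994 at 3.2 µM, 4535 ± 1104 at 8 µM, 9090 ± 864 at 20 µM and 19827 ± 2210 at 50 µM. From 0.512 µM upward all 4 pools lay above all control pools at each concentration (exact permutation p = 0.0286, the smallest that 4 pools against 4 allow). The Log2FC at 0.512 µM was 1.37 (standard error 0.24) and passed the threshold in limma with log2(normalized count + 5), with a value of 2.49. For ahr2, which encodes the receptor, the normalized count was 663 ± 145 in the control and 1100 ± 95.5 at 50 µM (Log2FC 0.67, standard error 0.094, adjusted p = 1.67e-05 by limma).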

The concentration-response transcriptional approach we have presented is useful for identifying transcriptomic biomarkers that are predictive of teratogenicity, though more work is needed to identify the DEGs which consistently and uniquely correlate with teratogenicity of PAHs. It is also possible that not only the elevated expression of a gene could serve as a predictive biomarker of teratogenicity, but a given magnitude of expression of specific genes could serve the same purpose, e.g. while elevated *cyp1a* does not predict teratogenicity, elevated *cyp1a* above a specific Log2FC may. By combining transcriptomic assessment across concentrations and network analyses for a larger number of PAHs, future studies could build upon this work to identify gene biomarkers or expression thresholds causally related to teratogenicity.

#### 4.2.3 Altered transforming growth factor-β signaling and oxidative stress may be responsible for retene teratogenicity

344 DEGs were unique to low, non-teratogenic, concentrations of retene. 

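By limma, 30 genes were DEGs only at concentrations from 0.205 to 8 µM. Their median absolute Log2FC was 0.28 at 1.28 µM, 0.22 at 3.2 µM and 0.30 at 8 µM, against 0.19 at 20 µM and 0.18 at 50 µM. At 50 µM, 19 of the 30 had an unadjusted p-value under 0.05, and 28 of the 30 differed from the control in the same direction at 8 and at 50 µM. The set was defined by its calls at the lower concentrations, so its values there and at 20 and 50 µM were not tested against each other. In fits that each left out 1 pool, the set ranged from 14 genes, with control replicate 4 left out, to 196, with replicate 4 of 8 µM left out.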

When assessed for functional enrichment, these genes were significantly enriched for Reactome pathway terms related to TGF-β signaling. 

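A list of 89 TGF-β signaling genes, chosen by gene symbol, had 0 members among these 30 DEGs, where 0.118 would fall by chance (one-sided Fisher's exact test, p = 1). The members with the smallest adjusted p-values at any concentration were trim33l (0.113 at 50 µM), rhoac (0.129 at 50 µM), smad4b (0.134 at 50 µM), tgfbr1b (0.149 at 50 µM) and smad4a (0.151 at 1.28 µM, Log2FC -0.50). With replicate 4 of 8 µM left out, the odds ratio was 1.31.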

TGF-β plays a fundamental role in growth and development and can inhibit expression and activity of CYP450 enzymes (Abdel-Razzak et al., 1994; Massague et al., 2000; Patterson and Padgett, 2000; Kubiczkova et al., 2012). Disruption of TGF-β signaling and increased TGF-β have been implicated in PAH-associated cardiac and respiratory toxicity (Curfs et al., 2005; Qin et al., 2018; Wang et al., 2021; Ma et al., 2022). AHR is critical for disruption of TGF-β in response to some PAHs, further supporting the AHR-dependence of transcriptional responses to retene, even when teratogenicity is not observed (Wang et al., 2021). In an adverse outcome pathway framework, altered TGF-β signaling may be an early key event in the retene toxicity pathway. Further investigation of the role of TGF-β in PAH-induced teratogenicity is warranted.

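The biotransformation and redox list had 9 members among the 61 DEGs that spanned both kinds of concentration, where 0.422 would fall by chance (odds ratio 26.3, one-sided Fisher's exact test, p = 3.69e-10, adjusted p = 7.38e-10). They included cyp1a, cyp1c1, ahrra, cyp1c2 and sult6b1. The paper gives ahrra a role in transcription regulation, so the overlap is not one of biotransformation and redox enzymes alone. The overlap without ahrra was not computed.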

DEGs identified at higher, teratogenic concentrations, and those which spanned both non-teratogenic and teratogenic concentrations were significantly enriched for response to xenobiotic stimulus and ontology terms related to redox reactions and oxidative stress. Oxidative stress has been associated with teratogenicity and can play a role in PAH-induced toxicity (Ornoy, 2007; Lin et al., 2020). At higher retene concentrations associated with teratogenicity, disruption of redox balance appears to play a key role in toxicity response. This is consistent with previous studies implicating oxidative stress in retene-induced toxicity (Peixoto et al., 2019; Jiang et al., 2020). Whether effects of oxidative stress are responsible for retene-induced teratogenicity is still unclear, though the findings of this study support this hypothesis.

#### 4.2.4 Aryl hydrocarbon receptor-associated genes likely drive retene teratogenicity

While there is strong evidentiary support in the literature for which genes are induced by AHR activation, it is not clear if teratogenicity at high exposure concentrations of AHR activators is caused by 1) increased/decreased expression of direct AHR-regulated genes or 2) other cascading transcriptional responses which are only induced at concentrations at which teratogenicity is observed. The AHR battery contains a large number of genes, some of which have been studied significantly, while others have been only recently been identified and investigated (Timme-Laragy et al., 2007; Timme-Laragy et al., 2008; Planchart and Mattingly, 2010; Shankar et al., 2022). AHR activators can also induce a variety of toxic effects, not all of which involve the same AHR-regulated genes, highlighting the need to better understand which transcriptional changes can be causally associated with specific toxicity endpoints (Walisser et al., 2005; Watabe et al., 2010; Yoshioka et al., 2011; Wang et al., 2015; Zhang et al., 2016; Wright et al., 2017). One question this study looked to address was whether retene-induced teratogenicity likely resulted from the DEGs unique to teratogenic concentrations or from increased magnitude of expression of the more sensitive genes (identified at low concentrations). There were 880 DEGs uniquely associated with teratogenic concentrations (Figure 3B). When these genes were assessed for functional enrichment, the observed enriched GO and Reactome pathway terms were very similar to the terms enriched by DEGs which spanned both non-teratogenic and teratogenic concentrations, meaning that while many new DEGs arose when teratogenicity was observed, these DEGs were not related to novel functions. 

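For comparison with the list of biotransformation and redox genes, a list of 99 respiratory chain genes had 0 members among the DEGs found only at 20 or 50 µM, where 2.24 would fall by chance (one-sided Fisher's exact test, p = 1). Among its members, ndufv3 (Log2FC at 50 µM 0.44, standard error 0.079, adjusted p = 0.000584) and ndufb7 (0.27, standard error 0.071, adjusted p = 0.0361) were DEGs at 50 µM and also at a lower concentration. The odds ratio of this list was above 1 only with limma fits of the 2 groups compared, with 1.249.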

Additionally, the concentration thresholds for differential expression of Module seven genes and observed teratogenicity were highly correlated. Module seven contained mainly AHR-associated genes and genes which were differentially expressed at low, non-teratogenic retene concentrations. This high threshold correlation and lack of novel disrupted pathways associated with teratogenic concentrations support the hypothesis that DEGs identified at low, non-teratogenic, concentrations were responsible for retene teratogenicity, though their effects were only observed when their magnitude of change reached a certain threshold.

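Of the 178 Module 7 genes, 35 were DEGs by limma at 0.205 to 8 µM, all of them at 8 µM. At 20 µM 77 were, and at 50 µM 134 (75.3%). The paper counts 8 µM as non-teratogenic, though that concentration is above the BMC of 5.5 µM that it gives for teratogenicity. At 50 µM, 135 of the Module 7 genes had higher expression than the control. On the deposited scale, which compresses the changes of genes with few reads, the absolute Log2FC was under 1 for 159.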

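In the 61 DEGs that spanned both kinds of concentration, the median absolute Log2FC was 0.10 at 0.205 µM, 0.12 at 0.512 µM, 0.21 at 1.28 µM, 0.26 at 3.2 µM, 0.41 at 8 µM, 0.40 at 20 µM and 0.53 at 50 µM. In the 514 DEGs found only at 20 or 50 µM it was 0.08, 0.07, 0.12, 0.12, 0.18, 0.22 and 0.33 at the same concentrations. Of these 514 genes, 335 had an unadjusted p-value under 0.05 at 8 µM and 494 (96.1%) differed from the control there in the same direction as at 50 µM. At 0.205 µM the same direction was found for 412 (80.2%). All comparisons share the 4 control pools, which by itself makes directions alike, so these shares were not tested. From the similar thresholds of Module 7 expression and teratogenicity and from the terms shared by the sets of DEGs, the paper proposes that genes already altered at low concentrations account for the teratogenicity once their change is large enough.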

Results of this study suggest that early transcriptional response to retene is largely adaptive, with genes related to xenobiotic biotransformation (e.g. CYP450s) dominating the response. At teratogenic concentrations, many additional DEGs were induced, though they were related to the same molecular functions and pathways as their more sensitive counterparts. It is plausible that at low retene concentrations, the adaptive response was enough to withstand toxicity, but at higher concentrations, retene overwhelmed the adaptive response, leading to oxidative stress and, ultimately, teratogenicity at 5 days post-fertilization.

## 5 Conclusions and future directions

In this study, we definitively present a concentration-response relationship between increasing retene concentration and number of differentially expressed genes. Co-expression network analysis revealed one gene module significantly enriched for high retene-responders whose threshold for transcriptional response was similar to that for teratogenicity. DEGs were significantly enriched for TGF-β signaling at non-teratogenic concentrations and gene ontologies related to xenobiotic stimulus and redox balance at teratogenic concentrations, indicating altered TGF-β signaling may be an early response to retene and oxidative stress may play a key role in retene-induced teratogenicity at higher concentrations. We propose that at low retene concentrations, the pathway to teratogenicity was hindered by adaptive responses, including CYP450 metabolism, but at high concentrations, this adaptive response was overwhelmed and the pathway to teratogenicity proceeded. Finally, gene expression changes are often used as biomarkers of chemical toxicity, though, as we have displayed in this study, dysregulated gene expression does not always correlate with observed developmental toxicity in early life-stage zebrafish. Additional research using a larger number of diverse PAHs can deduce which gene expression changes are causally linked to teratogenicity *in vivo* and may uncover useful biomarkers of PAH-induced toxicity.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE203258.

# Supplementary material for: Concentration-response gene expression analysis in zebrafish reveals phenotypically-anchored transcriptional responses to retene
**Source:** Front Toxicol. 2022 Aug 25;4:950503. doi: 10.3389/ftox.2022.950503
**Supplement:** Supplementary file 3

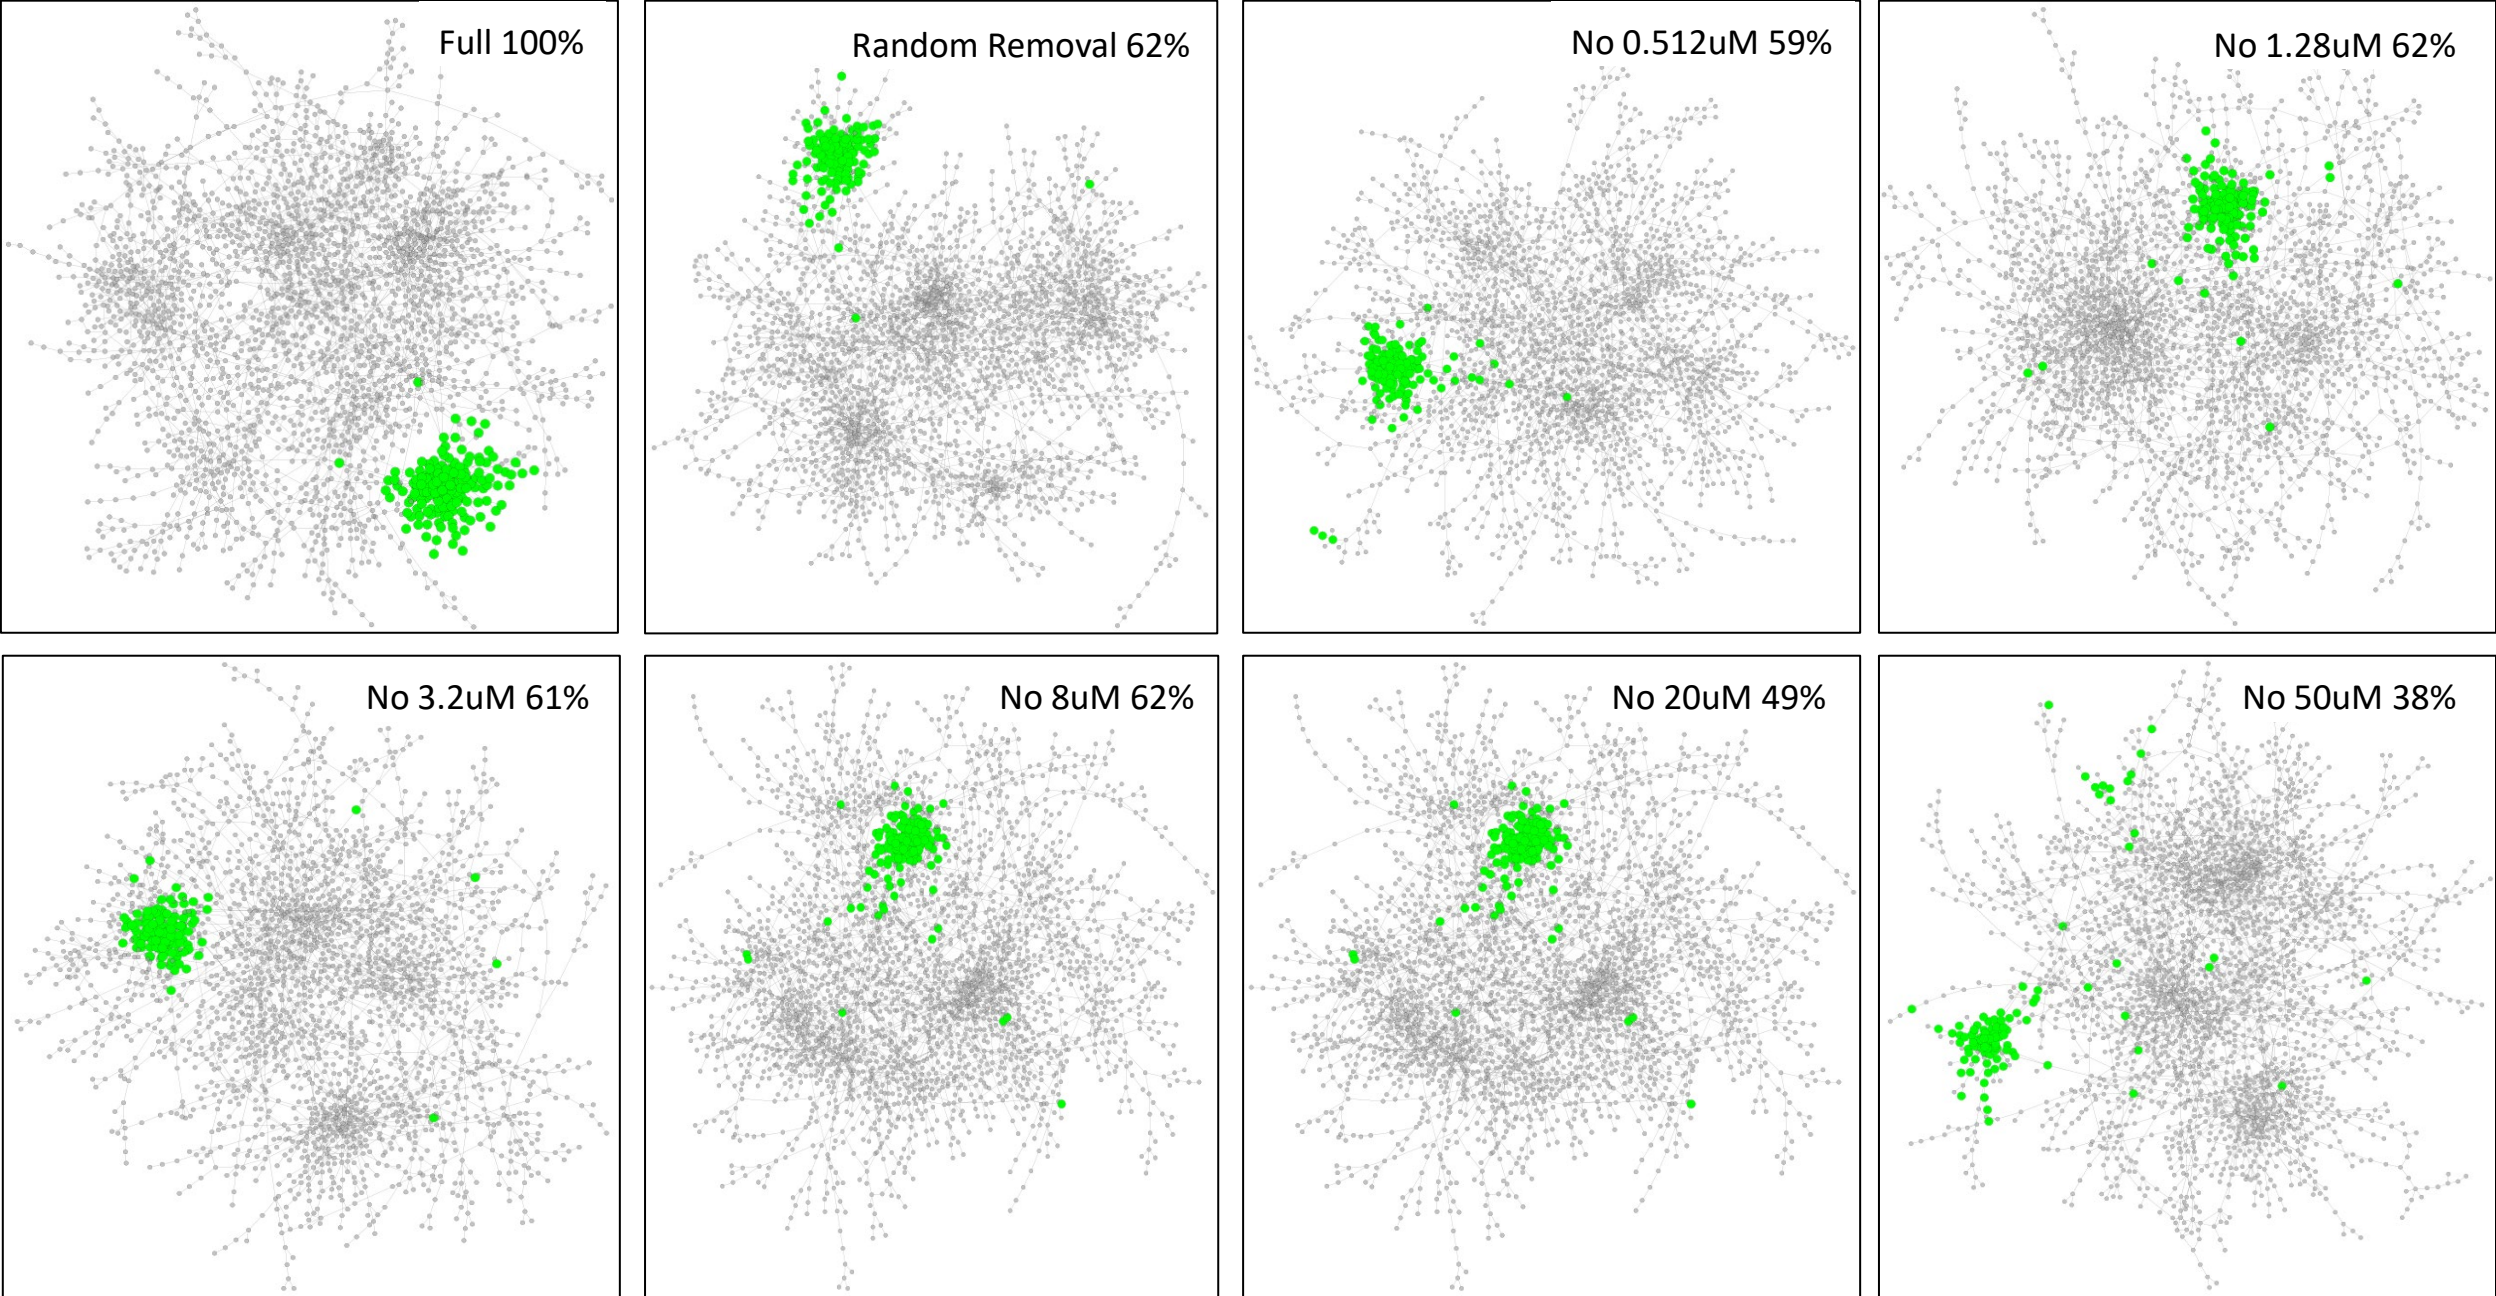

**Figure S1. Retene module structure affected by data loss.** A network was inferred with all data (Full 100%) with genes in the Retene responsive module (Module 7) colored green. Subsequent networks show the same Module 7 genes as the Module 7 is iteratively broken up through loss of data from samples treated with higher and higher concentrations of Retene. Which Retene concentrations that were removed are indicated (Random removal refers to an average network after removing random data) and the Jaccard overlap with the original module in the Full network is indicated.

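The Jaccard overlap is the number of genes shared by a module and its nearest module in the network with pools removed, divided by the number of genes in either. It falls both when a module breaks up and when it takes in other genes, so module sizes are given beside it. The nearest modules held 88 genes without 50 µM and between 112 and 149 genes without each other concentration. With the 2000 heaviest edges in each network, the overlap was 56.6% without 0.205 µM, 60.6% without 0.512 µM, 52.7% without 1.28 µM, 50.0% without 3.2 µM, 57.8% without 8 µM, 55.7% without 20 µM and 37.96% without 50 µM. The random removals gave between 44.9% and 54.1% with that number of edges.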

How the deposited data were processed for this re-analysis (not part of the article)

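Whole zebrafish larvae at 48 hpf were sequenced in 32 pools of 9 fish, 4 pools in each of 8 groups: the DMSO control and 7 concentrations of retene from 0.205 to 50 µM. The authors aligned the reads to GRCz11 with STAR, counted them on genes with HTSeq with a minimum alignment quality, removed genes with a count of 0 in at least 8 of the 32 pools and normalized the counts with DESeq2. The deposited values are on a log2 scale: the authors' normalized counts after DESeq2's variance-stabilizing transformation, a step which the paper's text does not name. The table holds 22686 genes, and 176 of them have 0 reads in 8 pools. The transformation was reversed from its closed form, and 100.0% of the values became whole reads divided by 1 size factor per pool, with a largest deviation of 0.000786 reads. The recovered size factors equaled the median of ratios computed from the recovered reads to within 2.29e-10. Reads on genes numbered between 7720701 and 8656870 per pool, with a median of 8169016. No binomial intervals are given for single genes, since the spread between pools is larger than counting error.

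Genes were named from the deposited identifiers and a RefSeq annotation of a later assembly, GRCz12tu, to which 21030 genes were matched, and 18862 of them have a ZFIN identifier. Because the authors used GRCz11, no coordinates are given, and the annotation served for names, neighbors and gene spans.

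Differential expression was tested on the deposited values with limma 3.58.1 in R 4.3.3, with 1 mean per group over all 32 pools, each concentration compared with the control, empirical Bayes moderation with a mean-variance trend, and Benjamini-Hochberg adjustment within each concentration at an adjusted p-value under 0.05. Sets of DEGs were formed as in the paper, with 0.205 to 8 µM as non-teratogenic and 20 and 50 µM as teratogenic concentrations. DESeq2 and edgeR were not run on the recovered reads, so the paper's DESeq2 calls were not repeated with the same method. Single genes were also compared by a two-sided exact permutation test of 4 pools against 4, whose smallest p is 0.0286. Genes named in the text are those the paper names, the 3 largest rises and 3 largest falls among the DEGs of each concentration whose 4 exposed pools lay beyond all 4 control pools, and the 5 members of each gene list with the smallest adjusted p. Overlaps with gene lists were tested by Fisher's exact test, one-sided, against all genes tested, with lists of 157 biotransformation and redox, 89 TGF-β signaling and 99 respiratory chain genes chosen by symbol. GO terms, Reactome pathways and the BMDExpress2, GENIE3 and Cytoscape programs were not used here.

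Benchmark concentrations were computed in Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1, by least-squares fits of Hill, power, linear, polynomial and exponential curves to the deposited values with constant variance, taking the lowest AIC and a benchmark response of 1.349 standard deviations. A Hill curve was set aside under the paper's rule for its k parameter. Williams' trend test used 5000 permutations, and intervals are 95% percentile intervals of 200 bootstrap samples of pools within groups. Genes with a BMC above 50 µM were left out of medians, as in the paper.

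The network was inferred with an own implementation of the random forest method of GENIE3 in numba 0.67.0, on the fold change of each pool's normalized count over the control mean, for the 8000 genes with the highest coefficient of variation, with 1000 trees per gene and 89 regulators tried at each split. The 4678 heaviest edges were kept, the number given in the paper, and modules were found with the fastgreedy algorithm of igraph 0.11.9. Networks with pools removed used 250 trees. Tables were made with pandas 2.3.3, gene-wise adjustments with statsmodels 0.14.6 and plots with matplotlib 3.10.9.

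Each method was tested on simulated data. With 200 of 22686 simulated genes changed, limma called 196 of them and 5 others, and the slope of the estimated on the simulated log2 fold changes was 0.709. The changed genes had many reads and simulated absolute log2 fold changes of at least 1. On the deposited scale, 95.1% of the real DEG calls were under 1, so this simulation did not test how many smaller changes limma misses. Of 800 genes simulated without a curve, 38 (4.75%) passed the trend test, and for 200 with a curve the median ratio of estimated to simulated BMC was 1.13. In a simulated network, 475 of 500 edges (95%) joined genes of the same linked group.

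Alternatives covered the scale of the values, a minimum mean normalized count of 10, the mean-variance trend, fits of only the groups compared, a replicate block, quantile normalization, TMM factors, adjustment over all 7 concentrations, an adjusted p-value under 0.01, each pool left out in turn, the benchmark response, the curve models, and the edges, trees, seed and fold-change scale of the network. No labels of sequencing or library batches are given, so no comparison within batches was possible. Single pools were compared with the others of their group by Dixon's ratio, with a critical value of 0.829 for 4 pools. Replicate numbers were checked as possible batches through the correlation of residuals between pools. Morphological screening data and the AHR2 mutant fish were not analysed here.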

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

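The comparison of 50 µM with 3.2 µM for GeneID.553664 was chosen after the result was seen, and so was the look at depth for that gene. In each group of 4 pools, the gap between the highest or lowest pool and its nearest neighbor was divided by the range of the group, for total reads and for the deposited values of the 19 Table 2 genes, and compared with the critical ratio of Dixon's test for 4 values. Of 160 groups, 5 (3.13%) exceeded it, where 8 would by chance at 1 in 20.

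Replicate 1 of 1.28 µM had 8434256 reads, while the other pools of that group had 7720701 to 7825043 (ratio 0.854). The same pool had a deposited value of 11.75 for gstp1, against 11.51 to 11.52 in the others (ratio 0.958). The size factor of this pool, 0.992, lay within those of the other pools of the group, from 0.965 to 1.00, so the scaling did not follow its total reads and depth is not set aside for its gstp1 value. With this pool left out, 20 genes were DEGs at 1.28 µM in place of 19, and only 12 of them were among those 19. Replicate 4 of 3.2 µM had 9.36 for cyb5a, against 8.99 to 9.01 (ratio 0.930), and with this pool left out 9 genes were DEGs at 3.2 µM in place of 19. Replicate 2 of 1.28 µM had 6.65 for fgf7, against 6.43 to 6.45 (ratio 0.873), and control replicate 3 had 7.36 for foxq1a, against 7.08 to 7.10 (ratio 0.921). The number of such pools was not above the number that chance gives, mislabelled or mixed pools were not tested for, and no biological explanation was tested.

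The gene GeneID.553664, which the paper does not discuss, was lower than the control at 3.2 µM, with a Log2FC of -0.72 (standard error 0.074, adjusted p = 2.44e-07 by limma) and all 4 pools below all 4 control pools (two-sided exact permutation p = 0.0286). Its Log2FC was -0.61 at 1.28 µM, -0.56 at 8 µM, -0.16 at 20 µM and -0.19 at 50 µM, and at 20 and 50 µM all 4 pools were still below all control pools (exact permutation p = 0.0286), though limma gave adjusted p-values of 0.42 and 0.205. The deposited values at 50 µM exceeded those at 3.2 µM by 0.54, with all 4 pools higher (exact permutation p = 0.0286, the smallest that 4 pools against 4 allow). Total reads of 3 of the 4 pools at 3.2 µM, from 7807886 to 7965343, lay below those of every control pool, from 8045230 to 8656870, and replicate 1 of 3.2 µM had 8473450. At 8 µM, where 3 of the 4 pools had 8290721 to 8470113 reads, within the range of the control, all 4 pools were below all control pools as well, so the lower depth at 3.2 µM does not by itself account for the fall. GeneID.101885028 had a similar course, with a difference of 0.43 between 50 and 3.2 µM (exact permutation p = 0.0286), while the differences were 0.28 for psip1b (exact permutation p = 0.0857), 0.27 for srsf1a (exact permutation p = 0.0571) and 0.08 for tm9sf3 (exact permutation p = 0.514). Reads shared with paralogs were not tested, and no labels of collection or library batches are given, so a stronger response to the middle concentrations cannot be told apart from a difference in handling between the groups.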

How the results depend on the processing

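The tests, the alternatives and the rule for named genes were chosen before the data were examined, apart from log2(normalized count + 1), voom, array weights and fold changes of the deposited values in the network, which were chosen after seeing the data. The planned runs of DESeq2 and edgeR on recovered reads were not run, so the numbers of DEGs they would give are not known. The planned BMCs on variance-stabilized values are those already given in the text. For every change given here, the cause was not tested.

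TMM factors and a minimum mean normalized count of 10 gave 563 and 622 DEGs at 50 µM. TMM factors gave 17 DEGs at 1.28 µM and 16 at 3.2 µM in place of 19 at each, and the minimum count made cyb5a a DEG at 3.2 µM. Across the settings that keep all pools, cyp1a was higher than the control at each concentration, with a Log2FC at 50 µM of 7.56 to 9.57, and the odds ratios of biotransformation and redox genes stayed between 5.39 and 17.4 for DEGs at teratogenic concentrations and between 18.2 and 68.8 for DEGs at both kinds. Scaling moved the median of all genes by less than 0.1 in each setting.

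At 0.512 µM, limma on the deposited values gave 0 DEGs, with 1434 genes under an unadjusted p of 0.05, and cyp1a passed the threshold in other settings. On log2(normalized count + 0.5) there was 1 DEG at 0.512 µM with a Log2FC of cyp1a of 2.68, there were 34 DEGs at 3.2 µM, and the percent of DEG calls with absolute log2 fold change below 1 was 82.1. On log2(normalized count + 5) these values were 1, 2.49, 29 and 84.2, and on log2(normalized count + 1) 1, 2.65, 34 and 82.0. The log2 ratio of group means gave 2.92 for cyp1a at 0.512 µM. Without the mean-variance trend there were 12 DEGs at 1.28 µM. With only the 2 groups compared in each fit there were 5 DEGs at 1.28 µM, 6 at 3.2 µM, 21 at 8 µM and 182 at 50 µM, with 5 genes only at non-teratogenic concentrations, 19 at both kinds and 184 only at teratogenic ones, 87.0% of calls below 1, and an odds ratio of respiratory chain genes of 1.249 in place of 0. The residuals of pools with the same replicate number had a mean correlation of -0.000632 over 112 pairs, against 0.00113 over 336 pairs with different numbers, and a replicate block gave 2 DEGs at 0.512 µM with a Log2FC of cyp1a of 1.37. Quantile normalization gave 1 DEG at 0.512 µM with a Log2FC of cyp1a of 1.38, 61 at 1.28 µM with 73.8% of them higher in place of 52.6%, and 49 only at non-teratogenic concentrations. Adjustment over all 7 concentrations together gave 2 DEGs at 0.205 µM, 7 at 0.512 µM, 42 at 1.28 µM, 38 at 3.2 µM and 286 at 50 µM, with a Log2FC of cyp1a at 0.512 µM of 1.37, 72 only at non-teratogenic and 245 only at teratogenic concentrations, and 92.7% of calls below 1. An adjusted p-value under 0.01 gave 4, 9, 39, 68 and 245 DEGs from 1.28 to 50 µM, sets of 9, 30 and 217 genes and 89.0% of calls below 1.

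Among the settings chosen after seeing the data, voom on recovered reads gave 83.2 as the percent of DEG calls with absolute log2 fold change below 1. With total reads as the library size it gave 85.0, 43 DEGs at 1.28 µM and 58 only at non-teratogenic concentrations, and 55.7% of the DEGs at 8 µM were higher in place of 76.9%, and 52.2% at 3.2 µM in place of 68.4%. Array weights gave 2, 71, 32 and 243 DEGs at 0.512, 1.28, 3.2 and 20 µM, with a Log2FC of cyp1a at 0.512 µM of 1.28, 69 only at non-teratogenic concentrations and 104 at both kinds, and 96.5% of calls below 1, and 38.03% of the DEGs at 1.28 µM and 54.3% at 20 µM were higher, in place of 52.6% and 66.2%.

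In fits that each left out 1 pool of the control or of the concentration itself, the DEGs ranged from 0 to 1 at 0.205 µM, 0 to 2 at 0.512 µM, 4 to 20 at 1.28 µM, 9 to 20 at 3.2 µM, 42 to 336 at 8 µM, 87 to 122 at 20 µM and 322 to 930 at 50 µM. Leaving out a pool of another concentration gave up to 29 DEGs at 1.28 µM and 159 at 20 µM, both without replicate 4 of 8 µM, and 25 at 3.2 µM, without replicate 2 of 50 µM. Over all 32 fits without 1 pool, the sets ranged from 14 to 196 only at non-teratogenic concentrations, 35 to 156 at both kinds and 294 to 875 only at teratogenic ones, and the share of calls below 1 from 91.8% to 96.7%. The Log2FC of cyp1a at 0.512 µM ranged from 1.13 to 1.61, and the odds ratio of TGF-β signaling genes from 0 to 1.31, the latter without replicate 4 of 8 µM. The odds ratios of biotransformation and redox genes ranged from 3.92 to 11.1 only at teratogenic concentrations and from 12.9 to 44.7 at both kinds. Without replicate 4 of 8 µM there were 336 DEGs at 8 µM, of which 44.05% were higher in place of 76.9%, and without replicate 2 of 50 µM 930 at 50 µM, of which 46.02% were higher in place of 58.7%, so these counts and directions depend on pools that lay apart on the first principal component.

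On log2(normalized count + 5), the BMC was 0.152 µM for cyp1a and 0.276 µM for cyp1c1, and the BMC of cyp1c2 was 0.611 µM, and on log2(normalized count + 1) 0.147, 0.274 and 0.586 µM. With a benchmark response of 1 standard deviation it was 0.152 µM for cyp1a, 0.248 for cyp1c1, 0.671 for cyp1c2, 0.613 for wfikkn1, 0.673 for sult6b1, 1.12 for ccn2b, 1.26 for cyb5a and 1.09 for gstp1, and the median of Module 7 was 3.37 µM. Hill curves alone gave 1.02 µM for wfikkn1, 1.17 for sult6b1 and 2.07 for gstp1. With 1 replicate number left out, BMCs ranged from 0.193 to 0.233 µM for cyp1a, 0.615 to 0.962 for cyp1c2, 0.742 to 0.995 for sult6b1, 1.28 to 2.12 for gstp1, 1.52 to 2.69 for nfe2l2b and 4.06 to 5.39 for the median of Module 7.

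The overlap of Module 7 with its nearest module was 0.268 with a weight threshold of 0.0086 and 0.267 with another forest seed. It was 0.0229 with log2 fold changes and 0.354 with fold changes of the deposited values. With log2 fold changes, 0 of the Table 4 degree genes were among the genes used, so their degrees could not be compared. With 1 replicate number left out, it ranged from 0.199 to 0.217, and 4 to 12 Table 4 degree genes were among the highest degrees. In networks of the 2000 heaviest edges, the overlap of the retene module without each concentration, from 0.205 to 50 µM in order, was 0.566, 0.606, 0.527, 0.500, 0.578, 0.557 and 0.380, and in networks of the 4678 heaviest edges with fold changes of the deposited values it was 0.430, 0.422, 0.425, 0.436, 0.436, 0.403 and 0.289. The scale of the deposited values also gave 6359 Module 7 edges heavier than in every removal. In each of these, the overlap without 50 µM was the lowest of the 7 removals. With both choices together, the 2000 heaviest edges and fold changes of the deposited values, the lowest overlap was that without 20 µM, 22.3%, and that without 50 µM was 30.35%, with the others between 33.7% and 41.2%.

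The values were counted as the same, moved, stronger, weaker or reversed, and a value counted as the same could still differ in size. With TMM factors, 23 values of the results above were counted as the same, though the DEGs at 1.28 µM went from 19 to 17. For these results, alternatives set earlier gave 215 counted as the same, 62 moved, 6 stronger and 1 reversed. Fits without a pool gave 390 counted as the same, 55 moved, 2 stronger and 1 reversed. Settings chosen after seeing the data gave 85 counted as the same, 25 moved and 2 stronger. Of the named genes and other single values, alternatives set earlier gave 716 counted as the same, 47 moved, 23 stronger and 9 weaker. The log2 ratio of group means had 57 counted as the same and 8 stronger. It nevertheless gave wfikkn1 a value of 4.26 at 50 µM in place of 1.41. With pools left out, 526 were counted as the same, 81 moved, 4 were stronger and 9 weaker. The weaker ones included wfikkn1 at 3.2 µM, mamdc2b and per2 at 8 µM and GeneID.100536887 at 20 µM. With the settings chosen after seeing the data, 268 were counted as the same, 11 moved and 8 were stronger.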

Differences from the paper's values

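Counts, degrees, BMCs and overlaps are taken as differing from the paper's where the larger value is more than 1.5 times the smaller and the gap exceeds the error where 1 is known, and Log2FC values where the gap exceeds the larger standard deviation of the pools. A gap is called closed where this no longer holds. The paper's number of DEGs is 8 at 0.512 µM, and the value here was 0, with 1434 genes under an unadjusted p of 0.05. At 1.28 µM the paper's number is 356 and the value here 19, at 3.2 µM 164 and 19, at 8 µM 382 and 78, at 20 µM 416 and 133, and at 50 µM 1121 and 562. Of the alternatives set before the data were examined, adjustment over all 7 concentrations together closed the gap at 0.512 µM, with 7 DEGs, and opened a gap at 0.205 µM, with 2 against the paper's 0. Leaving out replicate 4 of 8 µM closed the gap at 8 µM, with 336, and leaving out replicate 2 of 50 µM closed it at 50 µM, with 930. None of them closed it at 1.28, 3.2 or 20 µM, and the other alternatives left it open at each concentration.

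The paper's number of DEGs only at non-teratogenic concentrations is 344, and the value here was 30. At both kinds of concentration the paper's number is 350 and the value here 61, and only at teratogenic concentrations 880 and 514. Leaving out replicate 2 of 50 µM closed the last gap, with 875 genes, and so did array weights, chosen after seeing the values, with 649, while none of the alternatives set before the data were examined closed the first 2.

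For cyp1a, the paper's Log2FC at the concentrations from 0.512 to 50 µM is 2.92, 4.62, 6.22, 7.44, 8.44 and 9.57, and the value here was 1.37, 2.83, 4.19, 5.45, 6.46 and 7.57. For cyp1c1, the paper's Log2FC at the concentrations from 1.28 to 50 µM is 1.58, 2.94, 4.25, 5.27 and 6.06, and the value here was 0.96, 1.97, 3.21, 4.18 and 4.95. For sult6b1, the paper's Log2FC at 8, 20 and 50 µM is 1.38, 1.69 and 2.51, and the value here was 1.10, 1.37 and 2.10. For cyp1c2, the paper's Log2FC at 3.2, 8, 20 and 50 µM is 2.06, 3.08, 4.26 and 5.31, and the value here was 0.85, 1.56, 2.49 and 3.40. For wfikkn1, the paper's Log2FC at 3.2, 8, 20 and 50 µM is 2.46, 3.64, 3.74 and 4.26, and the value here was 0.58, 1.08, 1.13 and 1.41. For GeneID.110366352, the paper's Log2FC at 3.2, 8, 20 and 50 µM is 1.03, 1.65, 2.37 and 3.21, and the value here was 0.42, 0.75, 1.19 and 1.77. For nfe2l2b, the paper's Log2FC at 3.2, 8, 20 and 50 µM is 1.11, 1.64, 2.17 and 2.75, and the value here was 0.37, 0.57, 0.84 and 1.17. For ccn2b, the paper's Log2FC at 3.2, 8, 20 and 50 µM is 0.68, 1.32, 1.81 and 2.10, and the value here was 0.25, 0.52, 0.78 and 0.95. For cyb5a, the paper's Log2FC at 8, 20 and 50 µM is 0.81, 1.2 and 1.8, and the value here was 0.66, 1.00 and 1.50. For ahrra, the paper's Log2FC at 8, 20 and 50 µM is 2.61, 3.80 and 4.96, and the value here was 0.91, 1.61 and 2.46. For fgf7, the paper's Log2FC at 8, 20 and 50 µM is 1.96, 3.26 and 4.48, and the value here was 0.69, 1.42 and 2.30. For GeneID.103909114, the paper's Log2FC at 8, 20 and 50 µM is 1.78, 2.72 and 4.19, and the value here was 0.69, 1.28 and 2.35. For GeneID.100536887, the paper's Log2FC at 8, 20 and 50 µM is 1.55, 1.92 and 3.10, and the value here was 0.53, 0.66 and 1.34. For foxq1a, the paper's Log2FC at 8, 20 and 50 µM is 1.22, 1.92 and 2.65, and the value here was 0.66, 1.13 and 1.69. For GeneID.108182865, the paper's Log2FC at 8, 20 and 50 µM is 0.98, 1.82 and 2.43, and the value here was 0.24, 0.50 and 0.75. For mamdc2b, the paper's Log2FC at 8, 20 and 50 µM is 1.35, 1.76 and 2.26, and the value here was 0.36, 0.52 and 0.72. For dhrs13l1, the paper's Log2FC at 8, 20 and 50 µM is 0.88, 1.18 and 2.14, and the value here was 0.62, 0.85 and 1.62. For per2, the paper's Log2FC at 8, 20 and 50 µM is 1.03, 1.37 and 1.77, and the value here was 0.57, 0.82 and 1.09.

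Of the 71 Log2FC values that the paper states in Table 2, these 64 differed. Of the alternatives set before the data were examined, log2(normalized count + 0.5) and the log2 ratio of group means closed all 64 gaps. With log2(normalized count + 5), 16 of the 71 still differed: those of wfikkn1 at each concentration, ahrra at each concentration, cyp1c2, nfe2l2b, GeneID.108182865 and mamdc2b at 20 and 50 µM, and ccn2b at 50 µM. Leaving out control replicate 4 closed those of cyb5a at 8 and 20 µM, and leaving out replicate 1 of 20 µM that of cyb5a at 20 µM, and the remaining alternatives closed none. Limma on log2(normalized count + 1) and both voom fits, chosen after seeing the values, also closed all 64.

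The paper's degree is 35 for cyp1c1, 33 for cyp1a, 32 for sult6b1, 30 for GeneID.110366352, 29 for ccn2b, 27 for foxf2a, 26 for cdkn1ba, 25 for GeneID.103909114, 23 for cyb5a, 22 for gstp1 and 21 for per2, and the values here were, in the same order, 58, 51, 53, 50, 47, 44, 48, 42, 43, 49 and 37. A weight threshold of 0.0086, set before the data were examined, closed these gaps except for cyp1a and cyb5a, and 250 trees closed those of sult6b1, GeneID.110366352, foxf2a, cdkn1ba, GeneID.103909114, gstp1 and per2. Another forest seed closed those of ccn2b and per2, and none of these alternatives closed those of cyp1a and cyb5a. Fold changes of the deposited values, chosen after seeing the values, closed all but those of cdkn1ba and gstp1. Of the 20 degrees in Table 4, that of nfe2l2a (23 in the paper) has no value here, since the gene was not among those used for the network, and with fold changes of the deposited values, chosen after seeing the values, it was 23. Of the other 19, 11 differed here, while 7 differed with the weight threshold, 11 with 250 trees, 13 with another seed, 19 with a replicate number left out, and 2 with fold changes of the deposited values, chosen after seeing the values. The weight threshold opened gaps for ahrra, fgf7, nfe2l2b, tiparp and GeneID.108182865, and 250 trees for ahrra, cyp1c2, fgf7, lonrf1l, tiparp, wfikkn1 and GeneID.108182865.

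The highest BMC of the Table 2 genes is 1.783 µM in the paper, and the value here was 6.92 µM, for dhrs13l1. None of the alternatives set before the data were examined closed this gap. Among the Table 2 genes that have a panel in the paper's Figure 6, the highest BMC here was 1.93 µM, for nfe2l2b, close to 1.783 µM.

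The paper's Jaccard overlap of the retene module is about 59% without 0.512 µM, about 62% without 1.28 µM, about 61% without 3.2 µM, about 62% without 8 µM, about 49% without 20 µM and about 62% for random removal in Figure S1, read by eye. The values here were 36.6%, 32.6%, 34.2%, 39.2%, 32.0% and 34.2%. The 2000 heaviest edges, set before the data were examined, brought all 6 values within 1.5 times the paper's. Fold changes of the deposited values, chosen after seeing the values, did so too, with 42.2%, 42.5%, 43.6%, 43.6%, 40.3% and 42.5%, each still below the paper's value.

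The paper lists 10 values in Table 2 as DEGs that limma did not call here. For sult6b1 at 1.28 µM (adjusted p = 0.153, from 0.101 to 0.406 over the settings), ccn2b at 3.2 µM (0.27, from 0.177 to 0.686) and GeneID.108182865 at 8 µM (0.243, from 0.173 to 0.609) no setting of limma gave a call. For dhrs13l1 at 8 µM (0.076, from 0.0287 to 0.265), leaving out replicate 4 of 0.205 µM or replicate 2 of 50 µM did. For nfe2l2b at 3.2 µM (0.145, from 0.0414 to 0.439), log2(normalized count + 0.5) did, and log2(normalized count + 1), chosen after seeing the values. For GeneID.100536887 at 8 µM (0.0731, from 0.0257 to 0.265), these, log2(normalized count + 5) and leaving out replicate 4 of 20 µM did. For GeneID.110366352 at 3.2 µM (0.0667, from 0.0217 to 0.384), calls came from log2(normalized count + 0.5), log2(normalized count + 5), adjustment over all 7 concentrations, leaving out replicate 3 of 1.28 µM, replicate 3 of 3.2 µM or replicate 2 of 50 µM, and, chosen after seeing the values, log2(normalized count + 1) and array weights. For gstp1 at 3.2 µM (0.0587, from 0.0243 to 0.366), they came from log2(normalized count + 0.5), log2(normalized count + 5), quantile normalization, adjustment over all 7 concentrations, leaving out control replicate 3, replicate 4 of 0.205 µM, replicate 3 of 3.2 µM or replicate 4 of 8 µM, and, chosen after seeing the values, log2(normalized count + 1) and array weights. For cyb5a at 3.2 µM (0.0517, from 0.0194 to 0.336), 17 settings gave a call, among them log2(normalized count + 0.5), log2(normalized count + 5), a minimum mean normalized count of 10, quantile normalization, adjustment over all 7 concentrations, 10 fits that left out a pool, and, chosen after seeing the values, log2(normalized count + 1) and array weights. For cyp1a at 0.512 µM (0.0583, from 0.000145 to 0.746), 15 settings did, among them log2(normalized count + 0.5), log2(normalized count + 5), the replicate block, quantile normalization, adjustment over all 7 concentrations, 8 fits that left out a pool, and, chosen after seeing the values, log2(normalized count + 1) and array weights. The exact permutation test with the log2 ratio of group means, which is not adjusted for the number of genes, gave p = 0.0286 for all of these except GeneID.108182865 at 8 µM (p = 0.0571).

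The paper reports more DEGs at 1.28 µM than at the next higher concentration, and here both had 19. More were found at 1.28 µM with quantile normalization, a replicate block, TMM factors and adjustment over all 7 concentrations, set before the data were examined, with 8 fits that left out a pool, and with voom on total reads and array weights, chosen after seeing the values. More were found at 3.2 µM with log2(normalized count + 0.5), log2(normalized count + 5), a minimum mean normalized count of 10, no mean-variance trend, fits of the 2 groups compared, an adjusted p-value under 0.01 and 21 fits that left out a pool, and, chosen after seeing the values, with log2(normalized count + 1) and voom. The paper describes TGF-β signaling among the DEGs specific to low concentrations, and here 0 of the 30 such DEGs were in the list of 89 TGF-β signaling genes used in its place, where 0.118 would fall by chance, so 0 was the expected outcome for so small a set and says little about the paper's result. The paper gives the 19 Table 2 genes as those with the greatest increase, and here 14 of them were among the 19 largest rises in the genes called at both kinds of concentration, and 16 among the 19 largest in all genes. Of the genes that the paper ranks highest by betweenness in Table 4, 0 were among the 20 highest here in each network for which betweenness was compared.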

Other observations

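The test of gene span against the second principal component, the look at which pools the splits at 8 µM joined and the edge counts on the scale of the deposited values were chosen after the results were seen, and the other tests in this part were not. On the first principal component, control replicate 2, replicate 4 of 8 µM and replicate 2 of 50 µM lay apart from the other pools, across groups. The scores were related to the share of reads on the 10 most read genes, with a Spearman rho of -0.688 over 32 pools (permutation p = 5e-05, adjusted p = 0.0003 over 6 relations) and a Pearson r of -0.734 (permutation p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 6e-05). Without control replicate 2 and replicate 2 of 8 µM, the pools farthest in that share, r was -0.657 (permutation p = 7e-05). Total reads were not related to the scores (rho 0.125, permutation p = 0.495, adjusted p = 0.495; r 0.195, permutation p = 0.286, adjusted p = 0.286; r without the 2 farthest pools 0.149), and across the 21030 genes with a known span, which are not independent replicates, the loadings had a rho of 0.297 with gene span, under the 0.5 asked for. The 3 pools had the lowest shares of all, 11.90%, 12.14% and 12.14%, so the most read genes took fewer of their reads, and an excess of reads on a few genes does not set them apart. The lower share can also follow from whatever sets them apart, and no biological explanation was tested, since the pools belong to different groups.

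On the second principal component, replicate 4 of 50 µM lay apart. The scores had a Spearman rho of -0.436 with total reads (permutation p = 0.013, adjusted p = 0.0389) and a Pearson r of -0.475 (permutation p = 0.00555, adjusted p = 0.0166), which was -0.409 without control replicate 3 and replicate 3 of 1.28 µM (permutation p = 0.0241). With the share of reads on the 10 most read genes, rho was -0.275 (permutation p = 0.126, adjusted p = 0.252) and r -0.276 (permutation p = 0.126, adjusted p = 0.162), which was -0.354 without the 2 farthest pools. The loadings had a rho of 0.337 with gene span across genes. None of these reached the 0.5 asked for, and no biological explanation was tested.

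On the fourth principal component, all 20 pools of the control and of 0.205, 0.512, 20 and 50 µM lay beyond all 12 pools of 1.28, 3.2 and 8 µM, which is not an order of concentration. After quantile normalization in place of the authors' scaling, 20 of the 20 pools still lay beyond them, where at least 18 had been asked for. The scores had a Spearman rho of -0.215 with total reads (permutation p = 0.235, adjusted p = 0.284) and a Pearson r of -0.276 (permutation p = 0.127, adjusted p = 0.162; r -0.104 without the 2 farthest pools). With the share of reads on the 10 most read genes, rho was 0.215 (permutation p = 0.237, adjusted p = 0.284) and r 0.271 (permutation p = 0.135, adjusted p = 0.162; r 0.232 without the 2 farthest pools). The loadings had a rho of -0.0687 with gene span across genes. A response to the middle concentrations and a difference in handling between groups both remain, since no labels of batches are given and the component was chosen for this separation.

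The 8 pools of each comparison can be split in 35 ways into 4 and 4, of which 8 part all same-numbered replicates, so the share of splits with as many DEGs cannot fall under 0.125. As many DEGs as the real split gave came from 1 of the 8 splits at 1.28, 3.2, 20 and 50 µM, the real split itself, and from 3 of the 8 at 8 µM. At 0.205 and 0.512 µM, where the real split gave 0 DEGs with 1687 and 1434 genes under an unadjusted p of 0.05, all 8 splits gave as many. Over all 35 splits, 6 gave as many as the 78 DEGs at 8 µM, the most 1129, while at 50 µM the most in another split was 31 against 562. The other splits with as many all placed control replicate 2 and replicate 4 of 8 µM, which lay apart on the first principal component, in the same group, and whether they gave the same genes was not compared. With replicate 4 of 8 µM left out, 77 of the 78 were called again, and 57 of the 78 were also called at 50 µM, a comparison that shares the control pools.

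Between Module 7 genes, 1455 edges were heavier in the full network than in each of the 7 networks without a concentration. In 7 networks without 4 random pools, 1382 edges were, and in 7 networks of all pools with other seeds 678. The loss of any 4 pools may therefore account for most of these edges, while the number from other seeds is close to the 12.5% of edges that 8 interchangeable networks give and so does not test differences between forests. On the scale of the deposited values, chosen after the data were seen, 6359 edges were heavier, and random pools gave 6088 and other seeds 3745. The median ratio of weights of the 200 heaviest edges was 4.17 without 50 µM, above the 2.79 to 3.77 of the random removals, and 3.63 without 20 µM, within it. On the scale of the deposited values it was 4.68 without 50 µM and 4.39 without 20 µM. Both were above the 3.18 to 4.26 of the random removals there, so the result for 20 µM depended on the scale.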
